# The developmental origins of heterodonty and acrodonty as revealed by reptile dentitions

**DOI:** 10.1126/sciadv.abj7912

**Published:** 2021-12-17

**Authors:** Lotta Salomies, Julia Eymann, Joni Ollonen, Imran Khan, Nicolas Di-Poï

## Abstract

Despite the exceptional diversity and central role of dentitions in vertebrate evolution, many aspects of tooth characters remain unknown. Here, we exploit the large array of dental phenotypes in acrodontan lizards, including *EDA* mutants showing the first vertebrate example of positional transformation in tooth identity, to assess the developmental origins and evolutionary patterning of tooth types and heterodonty. We reveal that pleurodont versus acrodont dentition can be determined by a simple mechanism, where modulation of tooth size through EDA signaling has major consequences on dental formula, thereby providing a new flexible tooth patterning model. Furthermore, such implication of morphoregulation in tooth evolution allows predicting the dental patterns characterizing extant and fossil lepidosaurian taxa at large scale. Together, the origins and diversification of tooth types, long a focus of multiple research fields, can now be approached through evo-devo approaches, highlighting the importance of underexplored dental features for illuminating major evolutionary patterns.

## INTRODUCTION

Teeth are among the most distinctive features of vertebrates, thanks to their exceptional diversity. Tooth complexity is generally strongly correlated to dietary habits, life history, or ecological adaptations across species, justifying why dental morphological characteristics such as shape and size are commonly used to identify patterns of vertebrate evolution. Similarly, given the advantages of teeth as developmental models of organogenesis, the signaling pathways and morphogenetic processes explaining variation in dental morphology have been the focus of intense investigation over the past few decades (*1*). This allowed the building of models for predicting evolutionary patterns of teeth at least within mammals (*2*). Tooth development is a highly conserved process, proceeding through similar stages and using the same set of genetic factors in all examined species (*1*). One of the most closely studied signaling pathways associated with changes in dental morphology is the ectodysplasin (EDA) pathway, which regulates the development of various ectodermal organs, including teeth, across vertebrates (*3*). In mammals, EDA signaling influences tooth shape and positively regulates tooth size and number. Furthermore, changes in this pathway have been implicated in driving evolutionary change in murine teeth (*4*), suggesting a key role in shaping vertebrate dentitions.

The laboratory mouse is a classic mammalian system in which many key mechanisms and molecular regulation of odontogenesis have been identified. However, the mouse model has a highly derived and reduced dentition, even compared with the situation in other mammals, and has some limitations. First, the dentition only comprises anterior incisors and posterior molars separated by a toothless region. Second, the dentition only has one set of teeth, none of which are replaced during the animal’s lifetime (monophyodonty; Fig. 1A). Third, all teeth show a single type of major dental implantation mode where the tooth sits within a socket in the jaw bone (thecodonty; Fig. 1A) (*5*). As a consequence, in particular given the lack of canines and premolars and, subsequently, tooth replacement, the mouse is not the best model to understand tooth evolution and development in mammals. Furthermore, most nonmammalian taxa display dental features contrasting from the mouse, except for thecodonty, which has been identified in crocodilians and many extinct archosaurs (*6*, *7*). Notably, continuously replaced teeth (polyphyodonty) having no roots and being attached to the lateral side of the jaw bone (pleurodonty) are relatively common in vertebrates (Fig. 1A) and considered the primitive condition in diverse amniote and anamniote lineages, both extinct and extant (*8*–*10*). Furthermore, another major type of dental implantation, where teeth are fused to the apex of the jaw without sockets (acrodonty; Fig. 1A), is exclusively represented in some extinct and extant reptiles (*10*–*17*) as well as in anamniotes such as bony fish and lissamphibians (*8*, *18*). As a result, despite the long-standing focus on the characterization of morphological diversity and embryonic patterning in mammalian teeth, the molecular basis of developmental mechanisms underlying evolutionary patterning and variation in key dental features such as tooth implantation and regeneration capacity remains relatively understudied in vertebrates. More notably, the developmental processes at the origin of tooth identity and variation in tooth classes are still largely unknown.

**Fig. 1.**
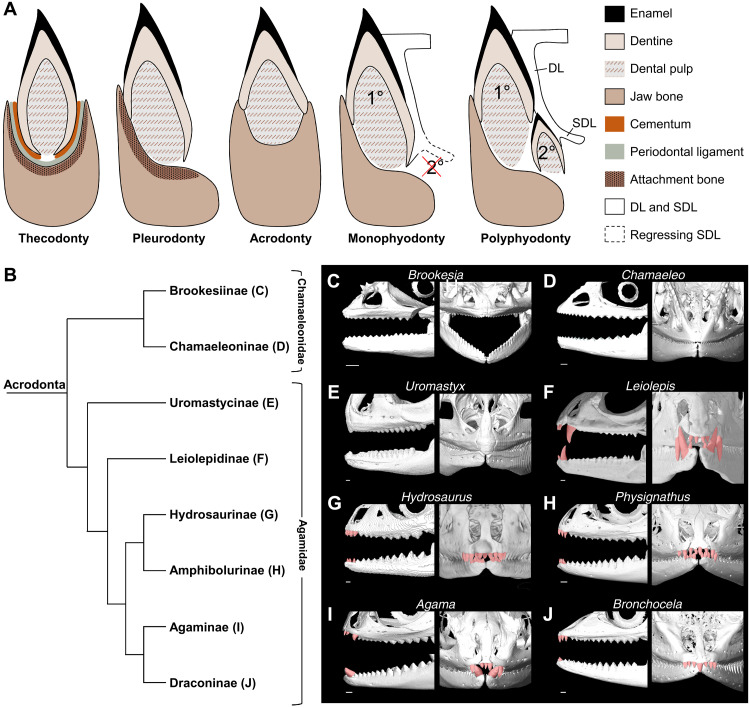
Phylogeny and tooth diversity of Acrodonta. (**A**) Schematic images describing some of the different tooth attachment types and tooth replacement patterns present in vertebrates. Thecodont teeth lie in sockets and are attached via a periodontal ligament, while pleurodont and acrodont teeth are directly fused to the jaw bone via ankylosis. Monophyodont teeth are not replaced, and the SDL is usually not maintained. Polyphyodont teeth maintain a SDL and are continuously replaced. DL, dental lamina; SDL, successional DL; 1°, first-generation tooth; 2°, second-generation (replacement) tooth. (**B**) Phylogenetic tree showing main families and subfamilies of Acrodonta, adapted from the most inclusive phylogenetic study available for extant squamates (*55*). (**C** to **J**) 3D-rendered adult skulls of selected lizards representative of all main Acrodonta subfamilies, highlighting the various patterns of jaw teeth in lateral (left panels) or frontal (right panels) views: *Brookesia brygooi* (C), *Chamaeleo calyptratus* (D), *Uromastyx hardwickii* (E), *Leiolepis belliana* (F), *Hydrosaurus amboinensis* (G), *Physignathus cocincinus* (H), *Agama hispida* (I), and *Bronchocela jubata* (J). The frontal view in (G) is a volume rendering for optimal image quality, whereas all other images are skull or jaw segmentations. Anterior pleurodont teeth are highlighted in red when present (F to J), and acrodont teeth are noncolored. Scale bars, 1 cm.

The confirmed value of dental formula in multiple evolutionary developmental biology (evo-devo) research aspects, ranging from phylogenetic, taxonomic, and ecological identification of extant and extinct species to elucidation of fundamental principles of organogenesis and phenotypic variation and regenerative medicine, highlights the potential of increased knowledge on underexplored dental features. Here, we assess the developmental mechanisms underlying the formation and evolutionary changes in tooth identity and dental formula by exploiting the extraordinary phenotypic diversity of reptiles including a unique mutant lizard model showing the first vertebrate example of positional change in tooth identity. We report that the dentition patterns can be determined by a simple and flexible morphoregulatory process involving EDA signaling, a well-conserved pathway involved in the development of vertebrate skin appendages such as teeth (*3*, *4*), thus providing new perspectives on vertebrate dental patterning. Furthermore, we show that experimental data on nonmammalian dentitions can be extrapolated to fossil and extant taxa, particularly in some key vertebrate groups with a long evolutionary history and/or poor fossil record, thus allowing the prediction of the developmental origins, patterns, and evolutionary transitions in vertebrate dentitions beyond mammals.

## RESULTS

### Phenotypic diversity and implantation mode in lepidosaurian dentitions

Lepidosaurian reptiles, including Squamata (lizard and snakes) and Rhynchocephalia (tuatara and extinct relatives), are extremely diverse and represent ideal model systems to assess major aspects of tooth diversity found in nonmammalian lineages. In this group, species represent a multitude of ecologies and show a large array of dental phenotypes, ranging from simple conical to complex multicuspid teeth, directly reflecting dietary specialization (*19*). Some lepidosaurs also bear atypical heterodont dentitions, signifying that they bear teeth with different shapes or implantation modes in different parts of the skull and/or jaw, while others are homodont, having only one tooth type (*15*, *18*, *20*, *21*). Notably, while pleurodonty is highly common in snakes and lizards and accepted as the ancestral state for Squamata and Lepidosauria as a whole (*10*, *22*, *23*), teeth of certain taxa such as acrodontan iguanians (Agamidae and Chamaeleonidae), amphisbaenians (Trogoniphidae), and the tuatara display an understudied acrodont implantation or a mix of pleurodont and acrodont attachment (Fig. 1A) (*11*, *13*, *15*, *24*). A reduced or lack of tooth replacement is typically associated with acrodonty in living lepidosaurs (*11*), and the fossil record indicates that this condition is a highly derived feature of this group (*10*, *14*). As a result, in addition to variation in tooth shape and location, dental implantation and regeneration potential are much more diversified in Lepidosauria than in other amniote groups such as Crocodilia or Mammalia.

Our three-dimensional (3D) computed tomography (CT) analysis of dentitions in representative species of all extant families and subfamilies of Acrodonta lizards reflects particularly well this rich tooth diversity (Fig. 1B and table S1). Members of the Chameleonidae family are fully homodont, having only acrodont and monophyodont teeth symmetrically ankylosed to the mandibular and maxillary bones (Fig. 1, C and D). In contrast, Agamidae show a wide range of heterodont phenotypes, including variation in the size, shape, and number of acrodont and pleurodont teeth at posterior and anterior positions, respectively (Fig. 1, E to J). As previously described in osteological studies, the number of pleurodont teeth in agamids usually varies from 9 in *Agama* to more than 15 in *Hydrosaurus* (*11*–*13*), although all teeth are not necessarily visible simultaneously because of their polyphyodont phenotype (Fig. 1, G and I). A notable exception is *Uromastyx*, which apparently lacks polyphyodont teeth and shows extreme tooth wear at anterior positions, a phenotype largely associated with particular ecological life habits (Fig. 1E) (*25*). Agamids also show high diversity in pleurodont tooth size, ranging from the relatively small teeth in *Bronchocela* (Fig. 1J) to the very large, canine-like pleurodont teeth in *Leiolepis* (Fig. 1F). Last, some variation exists in acrodont tooth shape, with some species like *Physignathus* and *Bronchocela* having a tricuspid pattern with lateral cusps (Fig. 1, H and J), while others like *Agama* showing simple triangular, unicuspid teeth (Fig. 1I).

### New insights into dental patterning provided by EDA signaling in lizards

To elucidate the developmental mechanisms of evolutionary change in lepidosaurian dentition, we took advantage not only of the extraordinary phenotypic diversity of Acrodonta but also of the existence of established wild-type and spontaneous mutant research models in this group (*26*–*28*). More specifically, we characterized the yet unexplored function in dental tissues of EDA, a well-conserved signaling pathway crucial for the developmental patterning and evolutionary origin of ectodermal appendages across vertebrates (*3*, *25*, *29*–*35*). We initially focused on the agamid bearded dragon (*Pogona vitticeps*), which shows an intermediate heterodont phenotype (11 pleurodont teeth) within Acrodonta and represents an emerging model for various aspects of vertebrate dentitions (*13*, *36*).

As an important step to investigate the role of EDA, we first characterized the expression pattern of *EDA* and its receptor *EDAR* during *P. vitticeps* odontogenesis by double in situ hybridization (ISH) labeling with RNAscope assay (Fig. 2A). Despite the developmental delay of pleurodont versus acrodont dentition (*36*), a robust expression of *EDA* is observed in the outer enamel epithelium (OEE) and dental lamina (DL) in both types of teeth at “cap” and “bell” developmental stages, similarly to the pattern observed in mouse molars of equivalent stage (*37*). In contrast, *EDAR* localizes to the inner enamel epithelium (IEE), although its distribution is more widespread toward the cervical loops than in mouse. Since EDA is a key regulator of tooth shape evolution across vertebrates (*3*, *4*), this differential expression pattern could potentially contribute to some differences between mouse and lizard dental morphology (*19*, *38*). Additional *EDA* expression sites not previously described include the mesenchymal condensation and IEE at cap and bell stages, respectively. Starting from “late bell” stage, *EDA* and *EDAR* remain expressed at lower levels in OEE/IEE and cervical loop compartments, respectively, and both genes are weakly detected in the forming successional DL (SDL). Only *EDA* remains expressed in the SDL of both tooth types at later developmental stages. Of note, although no major differences in the expression levels and dynamics were noticed between acrodont and pleurodont teeth, a weak expression of *EDA* is detectable in the mesenchyme surrounding the SDL of pleurodont teeth only (Fig. 2A, insets), coherent with the differential patterning of the developing SDL structure in both dentitions (*36*).

**Fig. 2.**
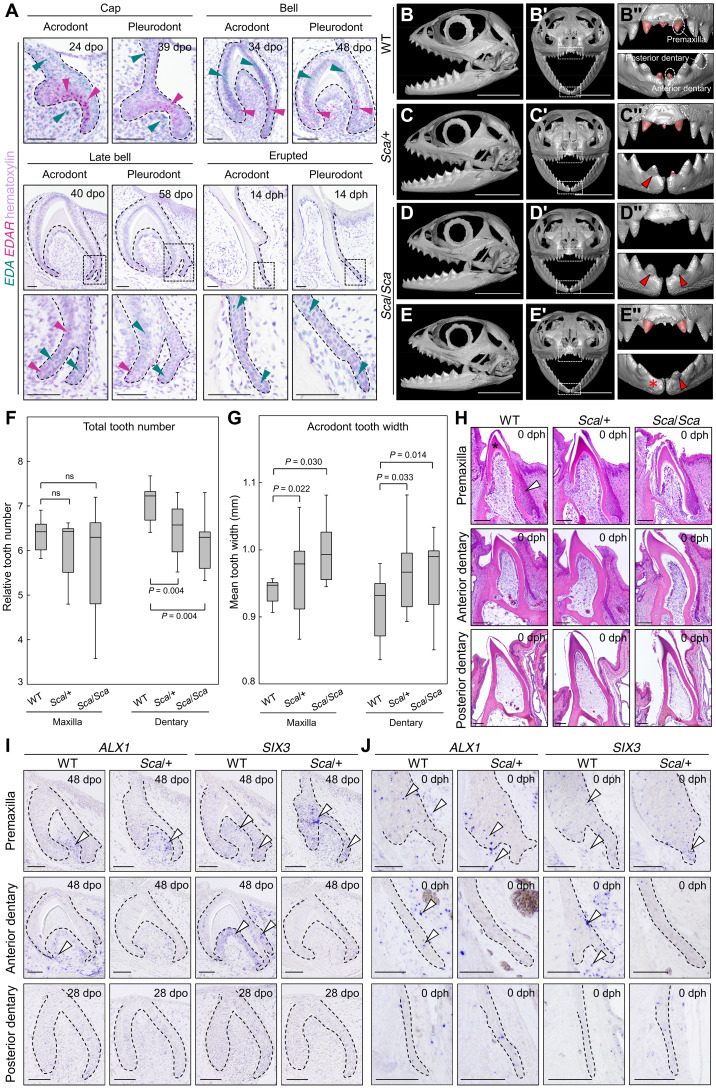
Characterization of mutant scaleless *P. vitticeps* dentition. (**A**) RNAscope in situ hybridization (ISH) of *EDA* (green) and *EDAR* (magenta) expression during odontogenesis in acrodont and pleurodont dentitions of wild-type (WT) *P. vitticeps*. Tissues are counterstained with hematoxylin (purple). Developmental stages are indicated as embryonic days postoviposition (dpo) or days posthatchling (dph). High magnifications of the SDL are shown for late stages (bottom panels, dashed boxes). Green and magenta arrowheads indicate regions of *EDA* and *EDAR* expression, respectively. (**B** to **E**″) 3D-rendered skulls of littermate WT, heterozygous scaleless (*Sca*/+), and homozygous scaleless (*Sca*/*Sca*) lizards at 14 dph in lateral (B to E) and frontal (B′ to E″) views. (B″) to (E″) show close-ups of dashed boxes in (B′) to (E′). The main WT tooth types based on their location are indicated in (B″). Morphologically normal pleurodont teeth are highlighted in red, whereas large, acrodont-like mutant teeth at the anteriormost dentary position are indicated by red arrowheads. The red asterisk indicates an empty tooth position. (**F** and **G**) Box plots depicting the relative tooth number (F) or acrodont tooth width (G) in maxillary and dentary bones of WT, *Sca*/+, and *Sca*/*Sca* at early postnatal stage. Significant (*P* < 0.05) and nonsignificant (ns) values are indicated. (**H**) Hematoxylin and eosin–stained sections of hatchling WT, *Sca*/+, and *Sca*/*Sca* teeth from indicated positions, as visualized in (B″). The locations of the DL (arrowhead) and dentin (asterisk) are indicated in the top left panel. (**I** and **J**) ISH of *ALX1* and *SIX3* at bell stage (I) and in the SDL of erupted hatchling teeth (J) in WT and *Sca*/+ at indicated dental positions. The epithelium-mesenchyme junction is indicated by black dashed lines. White arrowheads indicate detection of gene expression in all premaxillary teeth and WT anterior dentary teeth only. Scale bars, 50 μm (A and I to J), 5 mm (B to E″), and 100 μm (H).

On the basis of this expression pattern of key components of the EDA pathway, we next assessed the function of EDA signaling by exploring the yet uncharacterized dental phenotype of unique scaleless mutant *P. vitticeps* bearing a codominant mutation in *EDA* (*26*). To avoid any interindividual phenotypic variation associated with indeterminate growth, extensive acrodont tooth wear, and pleurodont tooth replacement in adult *P. vitticeps*, we primarily compared wild-type and mutant teeth with 3D CT (Fig. 2, B to E, and fig. S1A). At hatchling and early postnatal stages, the dentition in wild-type lizards consists of eight acrodont teeth and one relatively small, conical pleurodont tooth per jaw quadrant. At this early stage, anterior pleurodont teeth only locate to the dentary and premaxillary bones, and the central egg tooth on the premaxilla is shed and replaced by a new pleurodont tooth soon after hatchling (Fig. 2, B to B″). In contrast, both heterozygous (*Sca/+*) and homozygous (*Sca/Sca*) scaleless animals share an abnormal tooth formula partially associated with the frequent absence of premaxillary pleurodont teeth, resulting in about half of juvenile mutants with a mostly tooth-free premaxilla (Fig. 2, C to E″, and fig. S1, A to C). Furthermore, our quantification of the relative number of acrodont teeth on the different jaw quadrants indicates a significantly decreased tooth number in mutant animals, when compared with wild-type counterparts, a phenotype particularly pronounced on the dentary bones in *Sca/Sca* animals (Fig. 2, D to F). As expected from visual inspection of lateral skull views, this acrodont phenotype is not associated with differences in skull dimensions (fig. S1B). Instead, it appears directly linked to the increased width of mutant acrodont teeth relative to skull length, an effect more pronounced in homozygous mutants further indicating a dose-dependent effect (Fig. 2G).

Visual inspection of CT scans revealed another notable phenotype of the scaleless mutation. Both *Sca*/+ and *Sca*/*Sca* lizards show a relatively large size of the anteriormost tooth on one or two dentaries (Fig. 2, C to E″, and fig. S1A, red arrowheads). This contrasts with the small pleurodont teeth at corresponding positions in wild-type counterparts (Fig. 2B″ and fig. S1A). This size phenotype is highly penetrant in hatchling mutants (*n* = 18), affecting all examined *Sca*/*Sca* and about 66% of *Sca*/+ in at least one dentary, and its frequency is well correlated with the number of *Sca* alleles (fig. S1C). Indeed, whereas the majority of examined *Sca*/*Sca* and *Sca*/+ mutants have a symmetric phenotype, with one relatively large tooth on the anteriormost part of each dentary, a few specimens exhibit asymmetry with increased size or total absence of tooth only on one side (Fig. 2, C″ and E″, and fig. S1C). Of note, no asymmetry was detected on the hatchling premaxilla, with both pleurodont teeth being always present or absent simultaneously (fig. S1C). Together, we show that the loss of *EDA* results in several major dental phenotypes in *P. vitticeps*, including increased tooth size and/or reduced tooth count at both acrodont and pleurodont positions. These data contrast with *EDA*-deficient mouse models, which not only exhibit the opposite effect on incisor and/or molar size (*39*–*41*) but also show severe defects in tooth complexity (*42*–*44*) not observed at least based on CT inspection in our mutant lizards. Although the expression pattern of components of the EDA pathway are relatively well conserved in *P. vitticeps*, differences in *EDA* function and/or developmental mechanisms regulating tooth complexity, including the enigmatic reptilian enamel knot structure (*45*), might explain interspecies phenotypic variations. Furthermore, shape-related effects may simply not be the same in lizards and mammals because of the fundamental differences in dental structure (*38*).

### Evidence of anterior tooth transformation in *EDA*-deficient *P. vitticeps*

One particularly intriguing phenotype of scaleless *P. vitticeps* is the apparent homodont-like dentition related to the presence of relatively large, nonconical teeth along the whole dentary. In these mutants, even the anteriormost dentary tooth resembles the triangular form of more posterior acrodont teeth, suggesting a potential replacement or transformation of anterior tooth identity from pleurodont to acrodont (Fig. 2, D to D″, and fig. S1A, red arrowheads). To our knowledge, besides the extremely rare cases of molarization and premolarization of anterior teeth observed in humans (*46*), the incisor-molar transformation induced in mouse explants by inhibition of bone morphogenetic protein (BMP) signaling provides the only reported example of tooth identity changes in vertebrates (*47*). Furthermore, the latter mouse phenotype was more recently attributed to a result of the splitting of the incisor placode rather than a true transformation of tooth type (*48*).

To better define the tooth identity of mutant lizard dentition, we next compared different tooth types based on their location rather than implantation mode: “premaxillary” and “anterior dentary” teeth (corresponding to pleurodont positions in wild type) and “posterior dentary” teeth (acrodont position in wild type) (Fig. 2B″). We particularly focused on recently identified developmental characteristics that distinguish embryonic and postnatal acrodont versus pleurodont dentition in *P. vitticeps*, including tooth morphology, histology, and molecular patterning (*36*). The true nature of acrodont teeth such as symmetric ankylosis of fusion to the jaw bone involves late remodeling events at adult stage (*10*, *17*). Similarly, tooth replacement is relatively slow in *P. vitticeps* and not yet visible in early dentition (*36*), preventing its practical use as an identifier of tooth type. On the basis of histological stainings of tooth sections from the premaxillary region, although some developmental delay is noticeable in *Sca*/+ and *Sca*/*Sca* mutants, both wild-type and mutant teeth, when present, are relatively small and show asymmetrical growth of labial and lingual parts typical of pleurodont-like dentition (Fig. 2H) (*17*, *49*). Similarly, for all genotypes, posterior dentary teeth have a regular triangular, acrodont-like morphology, with relatively tall tooth crowns and a long, thin DL. In contrast, *Sca*/+ and *Sca*/*Sca* anterior dentary teeth are much taller and show distinct morphology and increased dentin formation, compared with wild-type. Furthermore, the mutant DL at this anterior position appears relatively long and thin, similar to the situation in more posterior dentary teeth, suggesting an acrodont-like phenotype (Fig. 2H).

To confirm the identity of mutant teeth at the molecular level, we took advantage of markers previously identified as differentially expressed between wild-type pleurodont and acrodont teeth, including *ALX1* and *SIX3* (*36*). Because of the difficulty of obtaining homozygous mutants from *P. vitticeps* breeding, we proceeded with mainly *Sca*/+ mutants, which show a high penetrance of the phenotype of interest (fig. S1C). Comparative gene expression analysis by ISH between different tooth types at mid-developmental stage (Fig. 2I) and in the SDL of erupted teeth (Fig. 2J) indicates similar high levels of *ALX1* and *SIX3* expression in wild-type premaxillary and anterior dentary teeth, when compared with posterior dentary dentition, thus confirming the pleurodont tooth phenotype at these positions (*36*). In contrast, while the expression of *ALX1* and *SIX3* in mutant premaxillary teeth is relatively similar to their wild-type counterparts, both genes are down-regulated in anterior dentary teeth from *Sca*/+ mutants, resembling the pattern from posterior dentary teeth (Fig. 2, I and J). Together, both morphological and molecular data indicate that *EDA*-deficient anteriormost dentary teeth exhibit transformed, acrodont-like features, a phenotype already apparent from mid-odontogenesis.

### Developmental origins of tooth identity in *P. vitticeps*

We next took advantage of wild-type heterodonty and the marked change of tooth identity in mutants to identify the developmental origins of acrodont and pleurodont tooth types in *P. vitticeps*. To determine the stage where the developmental shift in dental identity could occur, we first examined a minority of *Sca/Sca* animals showing a missing tooth at the anteriormost position (Fig. 2, E to E″, and fig. S2A). Using histological staining of dental tissues, these mutants only show an early DL structure at empty dental spaces, similar to the situation in interdental regions, strongly indicating a complete arrest of tooth development at DL stage around or prior tooth initiation. Of note, the alternative hypothesis of resorption of truncated tooth germs was excluded because of the relatively intact DL structure (fig. S2A). Furthermore, analysis by ISH of *EDA* and *EDAR* gene expression pattern at the DL/initiation stage confirms the expression of both genes in all tooth types (fig. S2, B and D), supporting the potential importance of EDA signaling starting from early tooth developmental stages. Even more interesting is the expression profile of *NF*Κ*BIA*, a direct indicator of EDA/nuclear factor κB (NF-κB) pathway activity (*50*), which shows relatively high expression, particularly in anterior dentary and premaxillary teeth, and asymmetric pattern toward the growing DL tip (fig. S2, B and D).

On the basis of the phenotype of mutant lizards with aborted tooth formation, we further investigated the corresponding DL/initiation stage in wild-type and mutant teeth using a high-throughput, transcriptomic-based gene expression profiling approach. 

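RNA was sequenced from dental tissue of bearded dragon hatchlings at the stage of the successional dental lamina, which the paper's methods equate with the embryonic stage when the dental lamina (DL) forms and teeth are initiated. DL epithelium and the mesenchyme around it were collected by laser capture microdissection at the anterior jaw position, where WT teeth are pleurodont, and at the posterior position, where they are acrodont, from WT animals and from *Sca*/+ mutants, which carry 1 mutated copy of the *EDA* locus. The samples form 8 groups, WT and *Sca*/+ epithelium and mesenchyme at each position, with 3 samples in each and 24 in all. The authors aligned the reads to the *P. vitticeps* genome with STAR, normalized the counts, and deposited log2 CPM (counts scaled to the library size) as 1 value per gene and group for 11126 genes. Values of the single animals were not used here, apart from the PC coordinates of the paper's Table S2, so no gene has a replicate error. The column of WT posterior epithelium was left out, because 11121 of its 11126 values form a series that increases by 1e-09 from each row to the next. *Sca*/+ posterior epithelium therefore has no WT counterpart, and the positions in WT were compared in mesenchyme alone.
In each of the other 7 columns, every value is a whole multiple of 1 smallest step (within 0.0065 CPM), as counts of a single library or of pooled reads would be, and as a mean of log2 CPM over libraries of different depth would not. Counted in these steps, the depth was 1933710 in *Sca*/+ anterior epithelium, 1215536 in WT anterior epithelium, 3264515 in *Sca*/+ posterior epithelium, 789353 in *Sca*/+ anterior mesenchyme, 1212704 in WT anterior mesenchyme, 1837779 in *Sca*/+ posterior mesenchyme and 1130499 in WT posterior mesenchyme. The steps give each difference an exact 95% interval (Clopper-Pearson), which covers counting error only. Genes with a mean of at least 3 log2 CPM were compared (9987 genes), and a gene is called higher or lower where the groups differ by at least 1 log2 unit. Groups of genes are described by 27 lists drawn up before the deposited values were examined, though after Table S2 had been seen, each by its median difference and by the percentile of that median among 10000 random lists of the same size and similar expression. All lists were computed in 9 comparisons of tissues. A percentile near 0 or 100 describes the libraries that were sequenced, since neither it nor the rule of size compares animals.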

For this purpose, we performed staining-guided laser capture microdissection of DL epithelium and surrounding mesenchyme corresponding to wild-type and *Sca*/+ teeth at the anterior and posterior jaw positions, which we refer to as anterior and posterior tissues, respectively (Fig. 3A). The level of similarity of our overall transcriptome data was first assessed and visualized using multidimensional scaling (MDS) analysis. As expected, the transcriptomes of epithelial and mesenchymal tissues separate from each other along dimension 1, also confirming the accuracy of our laser microdissection protocol. 

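Genes of blood vessels, nerve sheath and connective tissue were higher in mesenchyme than in epithelium in the 3 pairs compared, which are WT anterior, *Sca*/+ anterior and *Sca*/+ posterior tissue. In that order, the difference of epithelium from mesenchyme was -4.04, -7.08 and -6.25 log2 units for *VWF*, a clotting factor that endothelial cells secrete, and -4.29, -5.39 and -5.03 for *MFAP5*, a protein of elastic fibers. *MBP*, which encodes a protein of myelin, differed by -3.58, -3.52 and -5.00. *BICD2*, an adaptor of the dynein motor, differed by 1.83, 1.88 and 1.93, and *TIAM1*, an activator of the GTPase Rac, by 1.82, 1.88 and 2.49. *FGF9*, a growth factor expressed by dental epithelium in other species, differed by 2.78 (counting interval 1.77 to 3.97), 2.13 (0.94 to 3.63) and 1.56 (0.46 to 2.86).
Of 34 measured mesenchymal markers, 31, 30 and 30 were lower in epithelium (list medians -1.97, -2.93 and -1.99). Of 28 epithelial markers, 18, 14 and 17 were higher in epithelium, with list medians of 1.22, 0.97 and 1.28. In the *Sca*/+ posterior pair the epithelial adhesion genes *DSG2* and *PERP* differed by 2.22 and 1.85, whereas the keratin gene *KRT18* went the other way at -1.86, and the matrix genes *POSTN* and *TNC* differed by -3.39 and -3.24. The 11 endothelial genes had medians of -3.37, -4.94 and -3.47, and the 9 genes of bone and dentin -2.66, -3.77 and -2.11. Over all 9987 genes the root mean square (RMS) difference between the compartments was 0.94, 1.12 and 1.06 log2 units. Among the single samples, the PC1 coordinates that the paper lists average -18.6 ± 3.95 (SD, n = 12) in epithelium and 18.6 ± 2.28 (SD, n = 12) in mesenchyme, without overlap. The methods name 6 animals, and by animal, with samples of the same number as 1 animal, the difference was -37.2 ± 2.15 (SD, n = 6; two-sided exact sign-flip test, chosen after the data were seen, p = 0.03125, the smallest that 6 animals allow).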

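In WT mesenchyme, genes of bone and dentin were higher at the posterior position and genes of immune cells were higher at the anterior position. Posterior minus anterior, *BGLAP* (osteocalcin) differed by 3.10 log2 units (counting interval 2.86 to 3.35), *IBSP* (bone sialoprotein) by 2.80 (2.43 to 3.19) and the collagen gene *COL1A1* by 1.96 (1.94 to 1.98). *ACTA1*, the actin of skeletal muscle, differed by 5.04 (4.18 to 6.06) and *COL11A1*, a collagen of cartilage, by 3.72 (3.23 to 4.25). The most negative differences among genes with a symbol were those of *CP*, the copper-carrying plasma protein ceruloplasmin, at -5.07 (-5.43 to -4.74), *PIM2*, a kinase of cell survival, at -4.95, the complement genes *C1S* and *C2* at -4.95 and -4.67, and *TNFRSF6B*, a decoy receptor for ligands of the TNF family, at -4.61.
Of 9 genes of bone and dentin, 5 were higher at the posterior position and none was lower (median 1.82, percentile 100). Mesenchymal markers had a median of 0.68 (10 of 34 higher, none lower), endothelial genes one of 0.90 (4 of 11 higher, none lower) and genes of nerve and glia one of 1.18 (4 of 5 higher, none lower), while epithelial markers had a median of -0.51 (6 of 28 lower, 1 higher, percentile 0). Of 6 genes of immune cells, 4 were lower and none was higher (median -1.32, percentile 0.01), among them *PTPRC*, the leukocyte antigen CD45, at -3.29. In all, 914 genes were higher and 796 lower, and the RMS difference was 0.80. No spread between animals stands behind these values.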

Dimension 2 shows a clear segregation in both epithelial and mesenchymal compartments based on tooth location, particularly wild-type anterior (pleurodont) versus wild-type posterior (acrodont) tissues. 

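In *Sca*/+ mesenchyme, as in WT mesenchyme, *ACTA1* and *BGLAP* were higher at the posterior than at the anterior position, by 3.46 and 2.41 log2 units, and so was *COL11A1*, by 2.32. *CP* differed by -3.19 between the *Sca*/+ positions and *C1S* by -1.44, while *PIM2* differed by 1.02 and *COL1A1* by -0.80, against the direction seen in WT. In *Sca*/+ mesenchyme 833 genes were higher and 1036 lower at the posterior position, and across genes the position differences of the genotypes correlated with r = 0.18 (genes are not independent replicates). In *Sca*/+ epithelium, 701 genes were higher and 667 lower at the posterior position, and the higher ones included 8 of 11 endothelial genes (median 1.27), 6 of 9 genes of bone and dentin (median 1.55) and 11 of 34 mesenchymal markers (none lower, median 0.54, percentile 100). In epithelium minus mesenchyme of the *Sca*/+ anterior and posterior pairs, endothelial genes lay at -4.94 and -3.47 and genes of bone and dentin at -3.77 and -2.11. Their rise is therefore not taken as expression by epithelial cells, and the share of mesenchymal tissue in these epithelium cuts was not tested.
In epithelium, *Sca*/+ anterior tissue lay at an RMS distance of 0.74 from *Sca*/+ posterior tissue and of 0.87 from WT anterior tissue. WT anterior and *Sca*/+ posterior epithelium lay 0.83 apart. In mesenchyme, *Sca*/+ anterior tissue lay at 0.85 from both *Sca*/+ posterior and WT anterior tissue and at 0.82 from WT posterior tissue, and WT anterior tissue lay at 0.94 from *Sca*/+ posterior tissue. The distance of *Sca*/+ posterior from WT posterior mesenchyme was 0.77. The distance between the positions in *Sca*/+ mesenchyme was 1.07 times that in WT mesenchyme, but 0.94 times with a filter at 5 log2 CPM and 0.95 times over the 500 most variable genes. These distances include counting error, and *Sca*/+ anterior mesenchyme has the shallowest column.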

Notably, however, such separation is not evident in *Sca*/+ mutants, where anterior tissues are positioned much closer to both *Sca*+ and wild-type posterior tissues corresponding to acrodont dentition. This transcriptome pattern further demonstrates the acrodont-like developmental program of mutant anterior tissues. 

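In anterior tissue, ribosomal protein genes were higher in *Sca*/+ than in WT as a group, and the genes with the most negative differences, among those of the same sign in both compartments, included *CP*, *IRAK2*, *PIM2* and *TNFRSF6B*. In epithelium, *Sca*/+ minus WT, *CP* differed by -3.61 log2 units (counting interval -3.96 to -3.28), *SNX10*, a sorting nexin of endosomes, by -3.72 (-4.83 to -2.78) and *IRAK2*, a kinase of the interleukin-1 and Toll-like receptor pathways, by -3.50 (-4.62 to -2.55). In mesenchyme, *PIM2* differed by -4.88 (-7.17 to -3.30), *TNFRSF6B* by -4.71 (-5.59 to -3.95) and *PLAU*, a protease that activates plasminogen, by -4.51 (-7.58 to -2.61). *RHOB*, a small GTPase, was higher by 2.30 (2.02 to 2.60) in epithelium and by 2.31 (1.86 to 2.79) in mesenchyme. The largest positive differences, under the same condition, were those of *ACADS*, an enzyme of fatty acid oxidation, in epithelium at 4.16 (2.24 to 7.25) and of *CRYM*, which binds thyroid hormone, in mesenchyme at 4.71 (2.73 to 7.82), both from a WT value close to the lowest in the table.
Of 72 cytosolic ribosomal protein genes, 42 were higher in *Sca*/+ anterior epithelium and 32 in *Sca*/+ anterior mesenchyme, and none was lower in either (medians 1.05 and 0.96, both at percentile 100). *RPS28*, for example, differed by 1.89 and 1.66. Endothelial genes had a median of -1.02 in anterior epithelium, where 6 of 11 were lower and none was higher. In anterior mesenchyme, mesenchymal markers (12 of 34 higher, 1 lower, median 0.64) and epithelial markers (4 of 28 higher, 1 lower, median 0.65) both lay above the random lists. Genes of extracellular matrix remodelling had medians of -0.30 and 0.15. In all, 1216 genes were higher and 1000 lower in *Sca*/+ anterior epithelium, and 1148 were higher and 836 lower in *Sca*/+ anterior mesenchyme. The paper's rows of Table S2 lean the other way, with 640 higher and 991 lower in anterior epithelium and 646 higher and 805 lower in anterior mesenchyme. The deposited table holds no gene without counts in a usable column, so genes absent from a tissue are missing from the counts here. Among genes with at least 20 steps in both columns, an alternative added after the data were seen, 590 were higher and 617 lower in epithelium, which turns the balance, and 543 were higher and 222 lower in mesenchyme. But 1 step is worth 0.488 CPM in *Sca*/+ and 0.708 CPM in WT anterior epithelium, and 1.30 and 0.722 CPM in anterior mesenchyme. This floor therefore drops more of the genes that are low in the shallower column, and the turned balance cannot be told from that effect of depth. Counting error alone would carry 1.49% and 3.09% of unchanged genes past the rule of 1 log2 unit, as tested on simulated data. Across genes, the genotype differences of epithelium and mesenchyme correlated with r = 0.36.
Along the axis from WT anterior to WT posterior mesenchyme, the genotype difference of anterior epithelium, which shares no library with that axis, covered a share of 0.16 of the distance. The share of anterior mesenchyme was 0.53, but that difference and the axis share the WT anterior column. Unchanged groups simulated with counting error alone gave a share of 0.43, and for the covariance of the 2 differences, which was 0.34, they gave 0.057. The simulation holds no variation between animals, so part of the excess may come from the shared column. From the position of *Sca*/+ anterior tissues in the MDS plot, nearer to the posterior tissues of both genotypes (Fig. 3A), the paper reasons that mutant anterior tissues follow a developmental program like that of acrodont teeth.

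**Figure D1:**
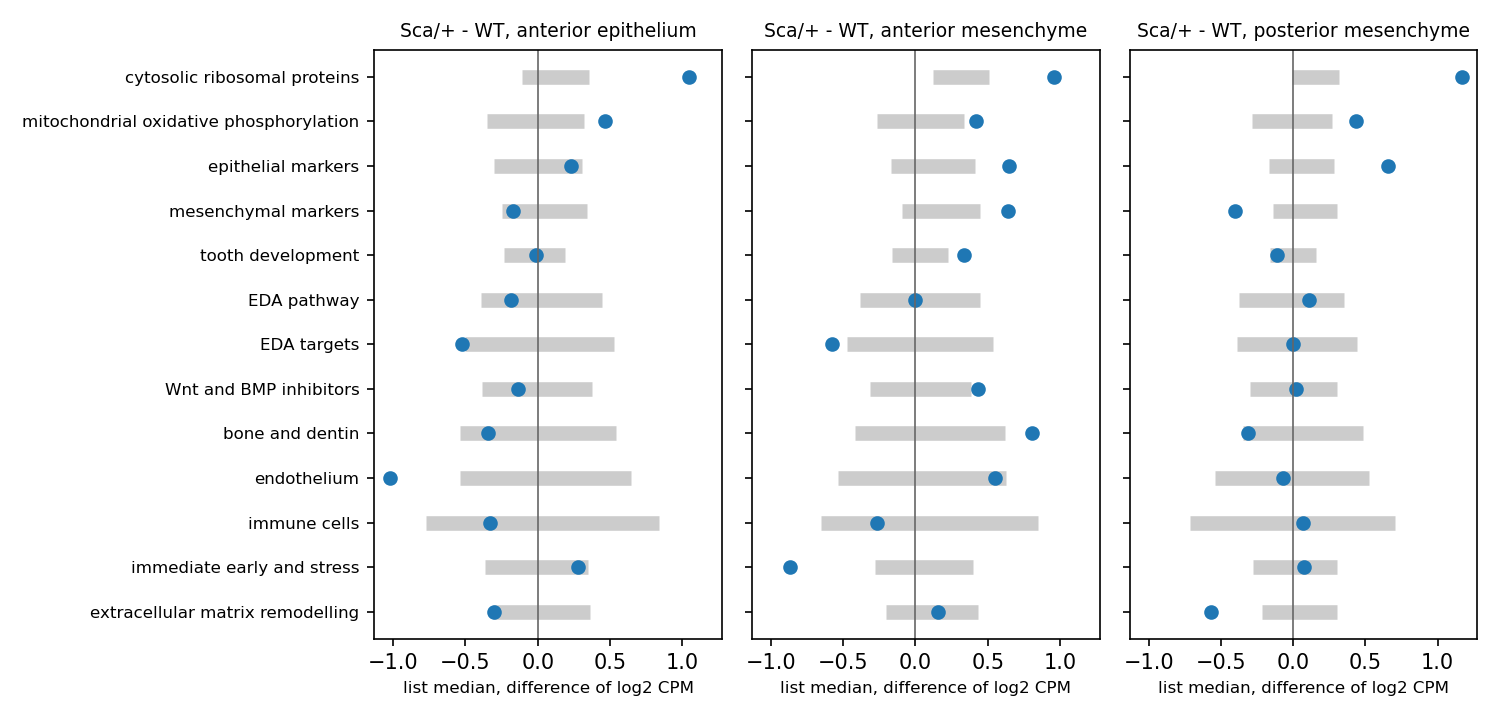
Median difference of log2 CPM, *Sca*/+ minus WT, for 13 gene lists in anterior epithelium, anterior mesenchyme and posterior mesenchyme. Points are list medians and grey bars hold the middle 95% of 10000 random lists of the same size and similar expression. The ribosomal protein genes lie at 1.05, 0.96 and 1.17, to the right of their bars in each tissue.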

To identify gene transcripts driving specific transcriptome segregation, we next performed a principal components (PC) analysis of the same original dataset (fig. S2C and table S2). 

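Per animal, anterior and posterior tissues could be compared through the PC2 coordinates that the paper gives in Table S2. In WT epithelium they averaged 14.7 ± 1.68 (SD, n = 3) at the anterior position and -6.19 ± 1.34 (SD, n = 3) at the posterior position, a difference of 20.8. In *Sca*/+ epithelium the means were -0.03 ± 1.30 (SD, n = 3) and -9.67 ± 1.80 (SD, n = 3), a difference of 9.64. WT mesenchyme averaged 16.7 ± 2.65 (SD, n = 3) and -6.88 ± 2.05 (SD, n = 3), 23.6 apart, and *Sca*/+ mesenchyme 3.41 ± 1.96 (SD, n = 3) and -11.2 ± 2.64 (SD, n = 3), 14.6 apart. In each of the 4 tissues every anterior sample lay above every posterior one (two-sided exact permutation test, p = 0.1 each, the smallest that 3 samples against 3 allow, so that p under 0.05 cannot be reached).
Averaged over the compartments, with samples of the same number paired, the separation was 22.2 ± 1.08 (SD, n = 3) in WT and 12.1 ± 1.32 (SD, n = 3) in *Sca*/+, which is 54.5% of the WT value (difference 10.1, two-sided exact permutation test, p = 0.1). The methods name 3 animals of each genotype, so the tissues share animals, but that a number marks 1 animal is taken from the labels alone, and the SDs of the separations rest on it. *Sca*/+ anterior tissue lay above WT posterior tissue by 6.16 in epithelium and by 10.3 in mesenchyme. A PC analysis of the 7 usable columns gave a first component of 46.5% of the variance, which parted the compartments, and a second of 19.0%, on which WT anterior epithelium and mesenchyme scored 41.4 and 44.5, WT posterior mesenchyme 2.62, *Sca*/+ anterior epithelium and mesenchyme -16.4 and -14.0, and *Sca*/+ posterior epithelium and mesenchyme -23.8 and -34.4.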

We particularly focused on anterior- versus posterior-specific transcriptomes, which separate in wild-type tissues, but not in mutants, similarly to the MDS pattern. Gene ontology (GO) analysis of differentially expressed genes along PC2 shows significant enrichment of several GO terms related to cell cycle (Fig. 3B and table S2), indicating the importance of cell proliferation in the patterning of lizard dentition types. 

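The list of G2/M phase genes had a median below nearly all random lists from WT anterior to WT posterior mesenchyme, and from WT to *Sca*/+ anterior mesenchyme, with most of its genes short of 1 log2 unit. Both differences subtract the same WT anterior mesenchyme column, so they are not independent of each other. In WT mesenchyme, posterior minus anterior, 14 of 41 genes of the G2/M phase were lower and 1 was higher (median -0.74 log2 units, percentile 0), and 4 of 31 genes of the S phase were lower and 1 was higher (median -0.51, percentile 0.015). *CKS2*, a subunit of cyclin-dependent kinases, differed by -3.29 (counting interval -6.41 to -1.28), *HJURP*, a chaperone of centromere assembly, by -2.67 (-4.18 to -1.44) and *TACC3*, a protein of the mitotic spindle, by -1.90 (-3.05 to -0.90). *Sca*/+ minus WT, the G2/M list had a median of -0.41 in anterior mesenchyme (6 lower, none higher, percentile 0.14), of -0.26 in anterior epithelium (5 lower, 2 higher, percentile 3.65) and of -0.07 in posterior mesenchyme (4 lower, 4 higher, percentile 31.6). The S phase list had medians of -0.21, -0.24 and 0.02 in the same order.
Single genes went both ways. *NDC80*, a component of the kinetochore, and *CDC45*, of the replicative helicase, differed by -1.93 and -2.41 in anterior epithelium, whereas *CDCA3*, a regulator of entry into mitosis, differed by 1.54 there and *ECT2*, a factor of cytokinesis, by 2.10 in posterior mesenchyme. *UHRF1*, which maintains DNA methylation during replication, differed by 1.74 in anterior epithelium and by -1.47 and -2.64 in anterior and posterior mesenchyme. The 14 measured cell cycle inhibitors had genotype medians of -0.10, -0.04 and 0.27 in anterior epithelium, anterior mesenchyme and posterior mesenchyme. The 58 genes of ribosome biogenesis, a process that is also named in Fig. 3B, had medians of -0.12, -0.09 and 0.17. Both phase lists were higher in epithelium than in mesenchyme in the *Sca*/+ posterior pair (29 of 41 and 13 of 31 genes, none lower), and epithelial markers were lower at the posterior position in WT mesenchyme (6 of 28 lower, 1 higher, median -0.51).
The second component of the 7 columns has its positive end at WT anterior tissue, but it is not the paper's PC2. All *Sca*/+ columns score below the WT columns on it, so it follows genotype as well as position. On the paper's PC2, *Sca*/+ anterior tissue lies above WT posterior tissue. On the component of the 7 columns, the median loading, times 1000, was 7.73 for G2/M genes (percentile 100), 6.17 for S phase genes (percentile 99.9) and -17.4 for ribosomal protein genes (percentile 0). Other lists lay further toward WT anterior tissue, EDA targets at 10.5 (percentile 100), immune cell genes at 10.6 (percentile 99.3) and acute phase genes, listed after related genes had been seen, at 21.0 (percentile 100). Among the rows that the paper lists in Table S2, G2/M genes were higher in *Sca*/+ in 8 rows of posterior epithelium, 1 of anterior epithelium, 4 of posterior mesenchyme and 2 of anterior mesenchyme, and lower in 1 row, of anterior epithelium. Leaving out the genes that differ by at least 1 log2 unit between the compartments, an alternative added after the data were seen, left 12 of the 41 G2/M genes. Their median in anterior mesenchyme stayed at -0.41, but the random lists, now of 12 genes, ranged from -0.46 to 0.39 (before, from -0.24 to 0.33), so that the median lay inside their range.

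**Figure D2:**
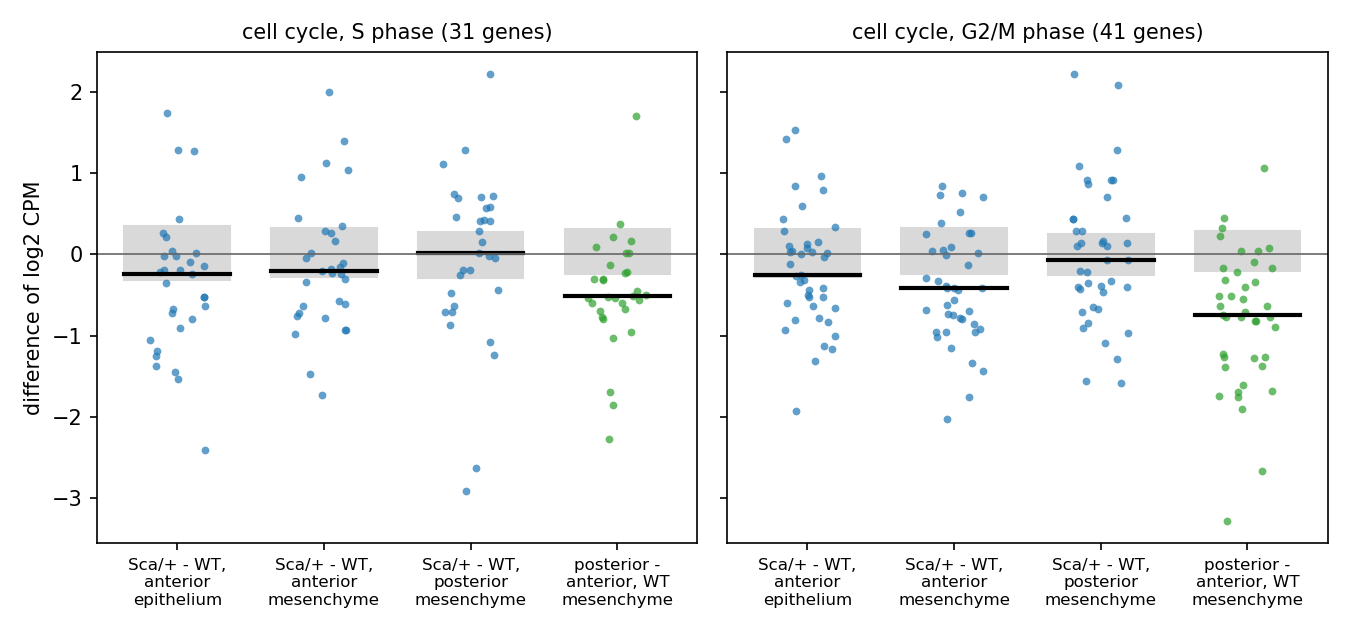
Difference of log2 CPM for each measured gene of the S phase list (31 genes) and the G2/M list (41 genes), *Sca*/+ minus WT in 3 tissues (blue) and posterior minus anterior in WT mesenchyme (green). Black lines are list medians and grey boxes the middle 95% of random lists. The green points of G2/M genes have the lowest median, -0.74, and the genes scatter to both sides of 0 in each comparison.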

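Of 70 measured genes with a known part in tooth development, 10 were higher and 5 lower in *Sca*/+ than in WT anterior epithelium, 10 were higher and 1 was lower in anterior mesenchyme, and 3 were higher and 6 lower in posterior mesenchyme. The list medians were -0.01, 0.34 and -0.11 log2 units, and that of anterior mesenchyme lay above nearly all random lists (percentile 99.9). Among the paper's rows of Table S2 for the whole list, measured here or not, 4 were higher and 10 lower in anterior epithelium, 4 higher and 6 lower in anterior mesenchyme, and 2 higher and 5 lower in posterior mesenchyme. *LHX8*, a homeobox gene of the tooth germ, differed by -2.46 (counting interval -3.63 to -1.43) in anterior epithelium. *SPRY4*, an inhibitor of FGF signaling, differed by -1.54 in anterior epithelium and by -2.77 (-4.27 to -1.58) in anterior mesenchyme. In anterior mesenchyme, *GLI1*, a transcription factor of the Hedgehog pathway, differed by 2.02 (0.99 to 3.14), and the homeobox gene *PITX1* by 2.01 (1.36 to 2.70). *MSX2* differed by 2.20 (0.09 to 5.37) in posterior mesenchyme.
Between the positions in WT mesenchyme, 8 genes were higher and 6 lower at the posterior position (median 0.16). *GAS1*, a co-receptor of Hedgehog ligands, differed by 2.25 (1.52 to 3.04) and *BMP7* by -2.21 (-3.07 to -1.44). The 16 genes of epithelial stem cells had genotype medians of -0.08, 0.58 and -0.26, and the 4 measured genes of enamel secretion medians of -0.16, 0.11 and 0.03. For all 21 symbols of enamel secretion, the paper's rows have 0 higher and 4 lower in anterior epithelium, 1 higher and 3 lower in anterior mesenchyme, and 0 of either in posterior mesenchyme. The difference of *Sca*/+ from WT posterior epithelium could not be computed, so none of these counts covers that tissue.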

Of note, we found a relatively low number of classical tooth developmental genes significantly dysregulated between tissues and genotypes, in accordance with the importance of yet uncharacterized pathways in reptile dental tissues (*36*). In particular, with the exception of *SHH* up-regulation in epithelial *Sca*/+ tissues, no conserved EDA signaling target genes such as *FGF20* or Wnt/BMP inhibitors (*3*) show significant differential expression between mutant and wild-type tissues (table S2). Similarly, no significant differences were detected in EDA pathway genes (including *EDAR* and *EDARADD*) between genotypes, thus corroborating our ISH experiments (fig. S2D). These molecular data are coherent with the observed phenotypic differences between EDA-deficient mouse and lizard teeth. However, given its positive role in regulating tooth growth (*51*), the potential role of *SHH* in lizard dentition would require further investigation in the future, as this conserved gene could act downstream of EDA for regulating tooth size.

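Of 11 measured target genes of EDA signaling, 4 were lower in *Sca*/+ than in WT anterior epithelium, 3 in anterior mesenchyme and 1 in posterior mesenchyme, and none was higher in any of the 3 tissues. The list medians were -0.52 (percentile 2.2), -0.57 (percentile 0.745) and 0.00 (percentile 47.5) log2 units. Among the paper's rows of Table S2 for all 28 symbols, measured here or not, 0 were higher and 7 lower in anterior epithelium. In anterior mesenchyme 1 was higher and 3 lower, in posterior mesenchyme 1 and 1, and in posterior epithelium 2 and 3. By the paper's FDR, 1 was higher, in posterior epithelium, and 0 were lower in each tissue. *EGR1*, an immediate early transcription factor, differed by -2.17 (counting interval -2.50 to -1.86) in anterior epithelium and by -2.81 (-3.27 to -2.38) in anterior mesenchyme. *TNFAIP3*, a feedback inhibitor of NF-κB, differed by -1.54 (-2.33 to -0.78) and -3.13 (-4.62 to -1.96), and *PTHLH*, a hormone of the parathyroid family, by -1.95 (-2.52 to -1.41) in epithelium. *SOSTDC1*, an inhibitor of both BMP and Wnt signaling, differed by -1.01 (-1.30 to -0.73) in anterior epithelium.
Of 22 inhibitors of Wnt and BMP signaling, 1 was higher and 3 were lower in anterior epithelium (median -0.14), 1 was higher and 3 were lower in anterior mesenchyme (median 0.44, percentile 98.8), and 2 were higher and 2 lower in posterior mesenchyme (median 0.02). *SFRP2* differed by -1.40 (-1.90 to -0.92) in anterior epithelium, and *FRZB* and *NKD1* by 1.76 (0.43 to 3.20) and -1.45 (-2.53 to -0.49) in anterior mesenchyme. The target list was also lower at the posterior than at the anterior position in WT mesenchyme (6 of 11 lower, none higher, median -1.02), but with the filter at 5 log2 CPM that median was -0.33, inside the range of the random lists. This difference and the genotype difference of anterior mesenchyme subtract the same WT anterior column. In anterior mesenchyme, immediate early and stress genes lay in the same direction, 10 of 20 being lower and 2 higher (median -0.87, percentile 0). *SHH* and *FGF20* were not analysed here. For anterior epithelium, the median of the target list lies inside the range of the random lists when the filter is set at 5 log2 CPM (-0.46), and for anterior mesenchyme the list mean of the inhibitors is 0.20, also inside that range.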

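*EDA*, the gene that is mutated in *Sca*/+ animals, had 18.6 CPM in *Sca*/+ and 22.7 CPM in WT anterior epithelium, a difference of -0.29 log2 units with a counting interval from -1.01 to 0.44. In anterior mesenchyme it had 16.9 and 5.05 CPM, a difference of 1.74 (0.31 to 3.31) that rests on 13 and 7 steps, and in posterior mesenchyme 6.23 and 11.1 CPM, a difference of -0.84 (-2.16 to 0.47). *EDARADD*, the adaptor of the EDA receptor, differed by 0.94 (0.23 to 1.69) in anterior epithelium, by -0.66 (-2.15 to 0.64) in anterior mesenchyme and by -0.97 (-3.02 to 1.00) in posterior mesenchyme. *NFKBIA*, a target and inhibitor of NF-κB, differed by -0.40 (-0.85 to 0.06), -0.75 (-1.34 to -0.19) and 0.58 (-0.06 to 1.26) in the same tissues.
Of 18 measured genes of the pathway, 2 were lower and none was higher in *Sca*/+ anterior epithelium, namely *TRAF3* at -1.81 (-2.67 to -1.01) and *CYLD*, a deubiquitinase that restrains NF-κB, at -1.54 (-2.25 to -0.86). In anterior mesenchyme *EDA* was higher and *CYLD* lower at -1.47 (-2.89 to -0.28), and in posterior mesenchyme *TAB1* was higher at 1.99 (0.46 to 3.97) and *TRAF3* lower at -1.60 (-2.44 to -0.80). The list medians were -0.19, 0.00 and 0.11, each inside the range of the random lists. Between the positions in WT mesenchyme 5 of the 18 genes were lower and 1 was higher at the posterior position (median -0.48, percentile 0.18). *EDAR* was not analysed here, and differences below the counting intervals given could not be detected at this depth.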

**Fig. 3.**
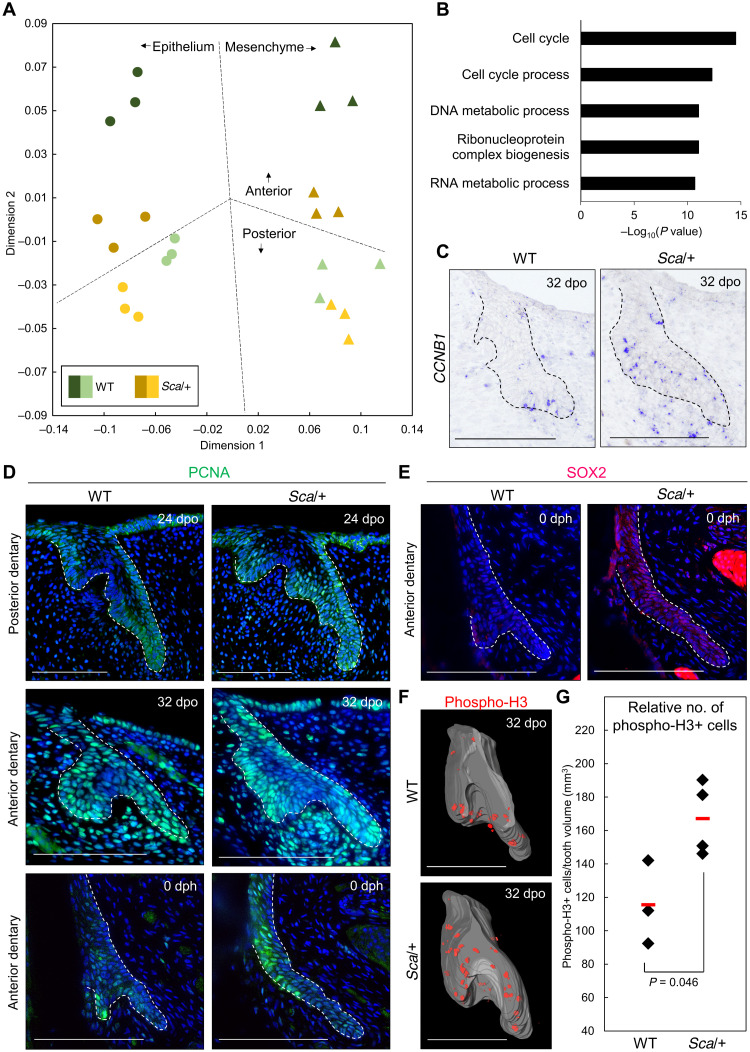
Characterization of mutant scaleless *P. vitticeps* dentition. (**A**) MDS analysis of transcriptomes from laser microdissected epithelial and surrounding mesenchymal tissues from WT and *Sca*/+ anterior and posterior teeth at DL/initiation stage. As shown in the plot, the colored circles and triangles represent epithelial and mesenchymal samples, respectively. WT samples are in green shades, and *Sca*/+ samples are in yellow shades; darker shades represent anterior samples, and lighter shades are posterior samples. (**B**) GO analysis of most significantly differentially regulated genes [−log_10_(*P* value) > 10] obtained from principal components (PC) analysis along the PC2 axis. (**C**) *CCNB1* expression on sections (ISH) from WT and *Sca*/+ anterior dentary tooth germs at the DL/initiation stage. The epithelium component is indicated by black dashed lines. (**D**) PCNA immunohistochemistry (IHC) in WT and *Sca*/+ posterior and anterior dentary teeth at the DL/initiation stage (top and middle) and in the SDL of erupted anterior dentary teeth (bottom). (**E**) SOX2 IHC in WT and *Sca*/+ SDL of erupted anterior dentary teeth. The sections are adjacent to the ones shown in the bottom of (D). Cell nuclei are counterstained with DAPI (blue staining), and the epithelium-mesenchyme junction is indicated by white dashed lines (D to E). (**F** and **G**) Reconstructed 3D models of phospho-H3 IHC (F) on WT and *Sca*/+ anterior dentary tooth germs at the DL/initiation stage and quantification of the data (G). The epithelium component in (F) is indicated by gray segmentation. In (G), the mean of the replicates (red bars) and *P* value are indicated in the panel. Scale bars, 100 μm (C to F).

We next validated our transcriptomic approach by performing various analyses of cell proliferation markers during odontogenesis, with a particular focus on the different tooth identity phenotype observed at anteriormost dentary position in wild-type and *Sca*/+ teeth. We first assessed the expression pattern of conserved cell cycle–related genes such as cyclin B1 (*CCNB1*), one of the genes identified in our transcriptomic approach (table S2). 

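*CCNB1*, which drives entry into mitosis, had 47.4 CPM in *Sca*/+ and 42.5 CPM in WT anterior epithelium, a difference of 0.16 log2 units with a counting interval from -0.32 to 0.65. In anterior mesenchyme it had 31.2 and 23.8 CPM (difference 0.39, interval -0.43 to 1.19) and in posterior mesenchyme 15.3 and 13.9 CPM (difference 0.14, interval -0.82 to 1.15). The 3 differences were positive, and each was too small to be told from counting error at this depth. The paper's own log2 fold changes in Table S2 are 1.63 in posterior epithelium (the paper's FDR 0.0575) and 1.07 in posterior mesenchyme (the paper's FDR 0.756). *PCNA*, the sliding clamp of DNA replication, differed by -0.52 (-0.82 to -0.22) in anterior epithelium, by -0.18 (-0.71 to 0.33) in anterior mesenchyme and by 0.43 (-0.10 to 0.98) in posterior mesenchyme. Of the G2/M genes with the largest differences in anterior mesenchyme, *NUF2*, of the kinetochore, differed by -2.03 (-4.41 to -0.29) and *TTK*, a kinase of the spindle checkpoint, by -1.33 (-2.43 to -0.37).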

As anticipated, CCNB1 is up-regulated in both epithelial and mesenchymal compartments of *Sca*/+ anterior dentary teeth at the DL/initiation stage, when compared with equivalent wild-type tissues (Fig. 3C). In accord with this, assessment by immunohistochemistry (IHC) of the expression pattern of proliferation marker proliferating cell nuclear antigen (PCNA) shows the expected rise of proliferating cells in *Sca*/+ sections of anterior dentary tooth germs (Fig. 3D). Such increase in cell proliferation is apparently not limited to mutant anterior teeth at the DL/initiation stage but also occurs in developing posterior dentary dentition. Furthermore, the increased proliferation pattern in mutant versus wild-type tissues persists and becomes even more pronounced at late developmental stages, including in the developing SDL of erupted teeth (Fig. 3D). Variations in DL and SDL structures were already noticed with histological stainings (see Fig. 2H), so we further validated molecular differences in SDL development by assessing the expression of the well-established dental stem cell marker SOX2 (*52*). As expected, an expanded SOX2 expression pattern is observed in *Sca*/+ SDL (Fig. 3E), indicating that increased cell proliferation is inherent to *EDA*-deficient tissues and not just a compensatory tooth scaling effect in response to reduced tooth number along the mutant jaw.

To confirm these preliminary proliferation data, we next used two complementary approaches based on different M phase proliferation markers to quantify and obtain a more comprehensive understanding of dental proliferation pattern. First, we validated increased proliferation in mutant tissues using 3D reconstruction models of entire tooth germs stained by IHC with phosphorylated histone H3 (phospho-H3) (Fig. 3, F and G, and fig. S2E). Second, and because of the difficulty of obtaining tooth germ replicates at exact DL/initiation stage in vivo, we used an alternative ex vivo setting to allow quantification of cell proliferation through 5-bromo-2′-deoxyuridine (BrdU) incorporation in the same sample under different conditions (Fig. 4A). We further took advantage of the pharmacological inhibitor BAY 11-7082, which blocks EDA-mediated IκBα phosphorylation and downstream activation of NF-κB signaling in ectodermal tissues (*53*), to test and confirm the proliferative effect of EDA inhibition on intact wild-type dentition. Quantification of BrdU incorporation in anterior dentary tooth germs cultured for 1 week with BAY 11-7082 or vehicle control reveals an average of 12-fold rise in cell proliferation in the presence of the inhibitor (Fig. 4, B to D), an effect directly reflected by a significant increase in the tooth area of cultures (Fig. 4E). Even more notable, upon treatment with a high concentration of BAY 11-7082, some samples show massive proliferation resulting in completely defective tooth shape and abnormal cellular structure, also indicating a dose-dependent effect of NF-κB/EDA inhibition on cell proliferation and normal odontogenesis (fig. S2F). Changes in EDA dosage have also been suggested to play a role in the evolution of distinct organs, such as defensive armor plates of stickleback fish, suggesting that such a mechanism could be highly conserved in affecting the phenotypes of ectodermal organs (*3*). Together, both in vivo and ex vivo data show the role of EDA signaling in regulating the proliferation pattern of all different tooth types either directly or indirectly, thus corroborating both the size phenotype and transcriptome profile of scaleless *P. vitticeps* dentition. Changes in cell cycle gene expression and proliferation pattern are further reflected by phenotypic variation in tooth identity, as particularly well illustrated by the apparent transformation at both morphological and molecular levels of *EDA*-deficient anteriormost dentary teeth, highlighting the importance of proliferation index in determining pleurodont versus acrodont dentition.

**Fig. 4.**
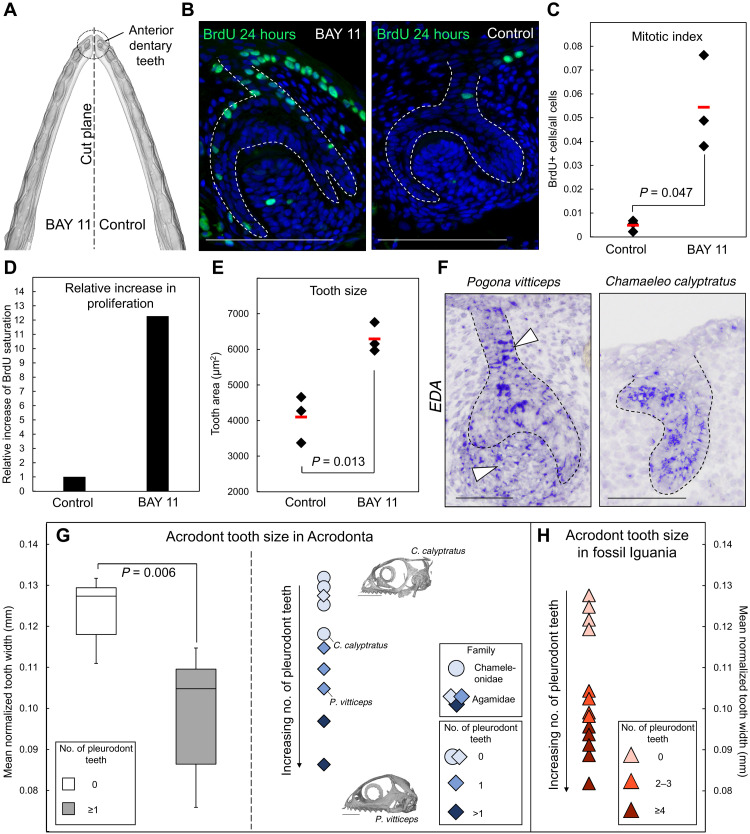
Proliferation pattern and size of lizard dentitions. (**A**) Schematic showing the ex vivo experimental setting used in (B) to (E). Left and right dentaries were separated and cultured for 7 days with either 20 μM EDA/NF-κB inhibitor (BAY 11) or ethanol (control), respectively. (**B**) BrdU IHC in BAY 11 or control tissues collected 24 hours after BrdU administration. The epithelium-mesenchyme junction is indicated by white dashed lines. (**C** to **E**) Plots depicting the number of proliferating cells divided by the total cell number (C), the relative increase in proliferation (D), and the tooth area (E) in three independent BAY 11 or control explants. The replicate mean (red bars) and *P* values are indicated in (C) and (E). (**F**) *EDA* ISH in acrodont dentary teeth at cap stage from *P. vitticeps* and *C. calyptratus* embryos. White arrowheads indicate increased *EDA* expression in *P. vitticeps* DL and dental papilla. (**G**) Combined plots depicting the normalized acrodont tooth size of selected extant Acrodonta at hatchling stage. The box plot (left) depicts tooth width in samples without (0) or with (greater than or equal to 1) pleurodont teeth in each jaw quadrant. The scatter plot (right) depicts tooth width in Chameleonidae (circles) or Agamidae (diamonds) species with different number of pleurodont tooth per jaw quadrant (blue shades). Hatchling skulls of two representative species are shown (with indicated positions in the plot). The black arrow indicates the relationship between increasing number of pleurodont teeth and decreased acrodont tooth width. (**H**) Scatter plot depicting individual tooth width in the Iguania fossil record, including Acrodonta and non-Acrodonta species showing different number of pleurodont teeth per jaw quadrant (red shades). Note again the relationship between increasing number of pleurodont teeth and decreased acrodont tooth width. Scale bars, 100 μm (B), 50 μm (G), and 1 cm (F).

### Predictive models of dental formula

Given the dose-dependent impact of EDA on tooth size and dental formula in *P. vitticeps* and the known variation in dentition patterns across Acrodonta, we wished to test whether species with distinct dental formulae could exhibit differences in EDA signaling level. For this purpose, we investigated *EDA* expression pattern in the homodont veiled chameleon (*Chamaeleo calyptratus*), which totally lacks anterior pleurodont teeth. A reduced gene expression was observed in the embryonic DL and dental papilla of chameleon tissues, when compared with the heterodont *P. vitticeps*, suggesting a putative evolutionary role for EDA signaling level in the regulation of dental formula (Fig. 4F). This hypothesis is further supported by the phenotype of our scaleless *P. vitticeps* model that replicates some of the dental diversity seen both in chameleons and agamid lizards, including lack of pleurodont teeth and wider acrodont teeth. Specifically, these relationships suggest that a general increase in tooth size, possibly through alteration of EDA signaling level, could lead to reduced formation of anterior pleurodont teeth.

To validate this prediction, we next assessed whether tooth size could be used as a general factor to predict variations in pleurodont tooth number within Acrodonta. We initially explored several acrodont lizards showing dental heterogeneity in acrodont/pleurodont pattern by focusing on the hatchling stage to eliminate postnatal changes in adult dentition that could emerge from tooth replacement, tooth addition, and/or tooth wear in some of the studied species. Of note, investigation of a few surviving adult scaleless *P. vitticeps* showed the possible emergence of some pleurodont teeth as the jaw grew in size postnatally, further indicating that the dental pattern is largely affected but not exclusively determined by embryonic processes. Our sampling at the hatchling stage was limited to the few available oviparous species with established breeding conditions and/or collection records (table S3). We detected a significantly higher tooth width in homodont species lacking caniniform pleurodont teeth, including chameleons but also *Uromastyx*, when compared with heterodont species showing a mix of acrodont and pleurodont dentition (Fig. 4G). Notably, analysis of individual species with either one or more than one pleurodont tooth per quadrant at hatchling stage indicates an inverse correlation between tooth width and pleurodont tooth number, regardless of family relationships (Fig. 4G), thus supporting the potential of tooth measurement in predicting a particular dental formula condition.

Dental implantation is widely considered an important character for identifying and interpreting extant species and fossil material, especially in vertebrate taxa that exhibit a variety of dental implantations and/or scarce fossil records. In lepidosaurs, the underestimated complexity of dental evolution is particularly evident from some extinct acrodontans, priscagamids, and rhynchocephalians with intermediate, not fully acrodont dentition recently identified in new geographical areas (*10*, *14*, *15*, *22*, *54*). Furthermore, similar transitional acrodont implantation condition has also been observed in other reptilian lineages such as Captorhinidae, one of the earliest and most basal reptile families (*16*), further highlighting the key importance of underexplored dental features such as tooth formula and implantation in illuminating evolution of vertebrate dentitions. Because of the simplicity and potential multilineage application of our prediction model, we extended our measurement analysis to a panel of extinct iguanian lizards showing a large variety of well-preserved dentary dentitions (table S4), with the goal of testing whether the identified developmental basis associated with tooth identity could be extrapolated to fossil taxa in one of the most diverse groups of lizards (*55*). Similar to living taxa, fossil dentitions unambiguously show a clear inverse correlation between tooth width and pleurodont tooth number (Fig. 4H), thus confirming the value of our model for more informed taxonomic, phylogenetic, developmental, and ecological interpretations of early dentitions at least within reptile lineages.

## DISCUSSION

Our characterization of the effect of *EDA* deficiency in squamate dentitions uncovers new critical functions of this pathway in determining underexplored vertebrate dental characters such as tooth identity and formula. To our knowledge, the scaleless lizard model presented here is the first known example of gene mutation resulting in a marked positional change of tooth identity in vertebrates. These findings raise intriguing questions on the fundamental mechanisms of heterondonty and jaw patterning in vertebrates, as tooth identity in mouse has been proposed to arise from a complex “homeobox code model” based on gene expression pattern (*56*). Our mutant lizard data suggest that the determination of pleurodont-acrodont heterodont dentitions can be achieved by a more flexible mechanism, where a simple modulation of EDA signaling has major consequences on tooth formula, thus providing new perspectives on vertebrate tooth formula patterning. Although further investigation, including in jaw primordium, should provide key information on the existence or not of dental prepattern and tooth positional information in Lepidosauria, the dental pattern could be further regulated by a simple reaction-diffusion model, where the size and growth of developing tooth germs affect the initiation of adjacent teeth. In this scenario, because of the delayed formation of pleurodont versus acrodont dentition [this study and (*36*)], the development of larger acrodont tooth germs as observed in mutant *P. vitticeps* could inhibit the initiation of later-developing pleurodont teeth and take over the pleurodont position, thus resulting in a functional pleurodont-acrodont transformation anteriorly. The observation of tooth development arrest at initiation stage in some extreme cases of mutant pleurodont positions further supports the potential existence of inhibitory mechanisms.

Regardless of mechanism, the identified effect of EDA signaling on lizard dental pattern is compatible with the importance of morphoregulation and fine-tuning of conserved pathways in tooth evolution, as previously shown for BMP signaling (*48*, *57*). Such implication of morphoregulation could have been expected from the variability of dental patterns observed in nonmammalian lineages, as best exemplified by the mixed or even intermediate dentition types present in Lepidosauria. Furthermore, our complementary analyses on multiple species show how such a simple change in the activity of one signaling pathway could be used to predict the mechanisms associated with particular dental implantation conditions at large scale. Together, our work demonstrates that the origin and diversification of dental implantation modes, long a focus of multiple fields including paleontology, can now be approached through a combination of evo-devo approaches, including both the fossil record as well as morphological, molecular, and experimental data on extant animals, thus providing the most complete possible picture of evolutionary patterns and transitions in vertebrate dentitions.

## MATERIALS AND METHODS

### Sample collection

All embryonic and postnatal stages of bearded dragon (*P. vitticeps*) and veiled chameleon (*C. calyptratus*) lizards were obtained from reptile colonies at the University of Helsinki and/or from private breeders. For embryonic stages, fertilized eggs were incubated on a moistened vermiculite substrate at 29.5°C (*P. vitticeps*) or 26.5°C (*C. calyptratus*), and embryos were removed at regular days postoviposition (dpo) to obtain stages of interest. Embryos were staged on the basis of their external morphology according to complete developmental tables available for these species (*27*, *28*). The majority of homozygous (*Sca*/*Sca*) and heterozygous (*Sca/+*) mutant lizards were obtained through heterozygous breedings, and additional breedings of heterozygous males with wild-type females were performed to bypass the reduced fertility of adult mutants and increase the number of *Sca/+* embryos in some experiments. All genotyping was performed using polymerase chain reaction with extracted DNA samples from tail tissues and the following primers: forward primer (fp), CTGAATGACTGGTCTCGCATCA; reverse primer (rp) wild type, CCAGCCTAATCTGGACATGACT; and rp *Sca*, ATCCACACAGTTTGGTTCACCT (*26*). Data on additional iguanian lizard species, including hatchling or adult and fossil specimens, were sampled from our previous work (*58*), specialized retailers, the published literature, as well as from publicly available Digital Morphology (DigiMorph; www.digimorph.org) and MorphoSource (www.MorphoSource.org) databases (tables S1, S3, and S4). All reptile captive breedings and experiments were done following international standards and were approved by the Laboratory Animal Centre of the University of Helsinki and/or the National Animal Experiment Board in Finland (license numbers ESLH-2007-07445/ym-23, ESAVI/7484/04.10.07/2016, and ESAVI/13139/04.10.05/2017).

### CT scanning and 3D volume rendering

CT scans of *P. vitticeps* and *C. calyptratus* specimens were performed at the University of Helsinki using Scyscan 1272 instrument (Bruker, Belgium). Samples were initially fixed overnight or longer, depending on the sample size, in 4% paraformaldehyde (PFA) at 4°C and dehydrated in an increasing alcohol series. Scanning parameters were as described before (*27*, *36*) with some adjustment depending on specimen age and scan purpose. All CT scans were reconstructed using NRecon 1.6.10.4, 1.7.0.4, or 1.7.4.2 software (Bruker), and 3D volume rendering as well as segmentation were done manually using the software Amira 5.5.0 (Thermo Fisher Scientific, USA). Some CT scans from adult Acrodonta specimens were also obtained from DigiMorph and MorphoSource databases (table S1).

### Analysis of dental parameters

Phenotypic analysis of dental features in *P. vitticeps* at hatchling and early postnatal stages was performed using CT scan skull data corresponding to 8 wild-type, 12 *Sca*/+, and 6 *Sca*/*Sca P. vitticeps* samples. For assessment of acrodont tooth size, we measured the tooth base width (tooth-bone attachment) of each individual tooth in labial view for the six posteriormost acrodont teeth of all jaw quadrants from each sample. This method was chosen on the basis of the minimum number of apparent acrodont teeth observed among all samples, but also to avoid any potential bias that could be linked to the typical reduced size of the anteriormost teeth in some samples (including wild type) showing more than six teeth. The mean width of all teeth on dentary or maxillary bones was then calculated separately and used for statistical analysis. For assessment of tooth number, we calculated the total number of teeth on either the maxillary or dentary bones, and potential variation in animal head size was corrected by normalization with use of the anterior-posterior skull length, defined as the distance between the anteriormost tip of the premaxilla and the central point superior to the foramen magnum. No major differences in skull shape or size were detected between wild-type and mutant *P. vitticeps* samples (fig. S1B). All measurements were made using the 3D measuring tool on Amira 5.5.0. Comparative assessment of tooth size in hatchling and fossil iguanian lizards showing acrodont or a mix of acrodont/pleurodont teeth was performed using CT scan data or published 2D high-quality photographs of well-preserved dentary bones and dentitions (tables S3 and S4). Tooth width in labial view was initially measured as above for individual posterior acrodont teeth available in each specimen and then normalized to the total length of the respective tooth-bearing maxillary (for hatchlings) or dentary (for fossils) parts, depending on the availability and/or integrity of the samples. The mean of all teeth was then calculated as above. Statistical significance for all measurements was calculated using Student’s *t* test in Microsoft Excel, and significance was determined at *P* value <0.05.

### Histology and IHC on paraffin sections

Following dissection, tissues were fixed overnight in 4% PFA at 4°C, and late embryonic stages showing mineralization were decalcified for 1 to 12 weeks, depending on sample size, in 20% EDTA. Tissue processing, paraffin sectioning (at 5 μm), and hematoxylin and eosin staining of dental tissues were performed as described before (*36*). IHC fluorescence staining was performed as described (*26*), using overnight incubation at 4°C with primary antibodies known to recognize reptile and/or chicken epitopes: PCNA (1:300, mouse monoclonal, BioLegend, catalog no. 307901, Research Resource Identifier (RRID): AB_314691), BrdU (1:200, rat monoclonal, Abcam, catalog no. ab6326, RRID: AB_305426), phospho-H3 (1:200, rabbit polyclonal, Abcam, catalog no. ab5176, RRID: AB_304763), or SRY-box 2 (SOX2; 1:200, rabbit polyclonal, catalog no. ab97959, RRID: AB_2341193). Last, incubation with Alexa Fluor–conjugated secondary antibodies (Alexa Fluor-488 or Alexa Fluor-568, Thermo Fisher Scientific) was performed for 1 hour at room temperature (RT), and slides were mounted with Fluoroshield mounting medium (Sigma-Aldrich) containing 4′,6′-diamidino-2-phenylindole (DAPI). Images were acquired either with a Nikon Eclipse 90i widefield microscope and Nikon NIS-Elements Advanced Research 4.30.01 software or with a Leica DM5000B widefield microscope and Leica Application Suite X (LAS X) 3.4.2 12.4.18 software. Images were processed with Fiji package (*59*) and/or Adobe Photoshop CC using levels adjustment.

### 3D volume rendering and cell quantification

3D models of entire tooth germs were obtained from serial frontal or sagittal sections stained with Phospho-H3 IHC. Raw images were acquired with a Leica DM5000B widefield microscope and Leica Application Suite X (LAS X) 3.4.2 12.4.18 software before conversion into TIFF format using Fiji package (*59*). TIFF files were then cropped and opened on Amira 5.5.0 to generate image stacks separated into blue (DAPI) and red (phospho-H3) channels. Phospho-H3–positive cells were segmented from the red channel stacks using signal intensity selection, and dental epithelium was manually segmented from the blue channel stacks. The two selections were then overlaid to generate 3D tooth germs. For quantification of phospho-H3+ cells, the total number of positive cells from an equal number of serial sections from 32 dpo WT (*n* = 3) and *Sca*/+ (*n* = 4) anterior dentary tooth germs was counted and normalized to the tooth volume (in cubic millimeters) as determined by measuring tooth areas on Fiji. Statistical significance was calculated using Student’s *t* test in Microsoft Excel, and significance was determined at *P* value <0.05.

### In situ hybridization

Digoxigenin (DIG)–labeled antisense riboprobes corresponding to *P. vitticeps ALX1* (fp, CTGTCTCCCGTGAAAGGCAT; rp, TAACAGAAGTGGGTGACTGCC), *CCNB1* (fp, TGACCACTCGGAAAGCCTCA; rp, GCGTCCACTCTCCCTCATCA), *EDA* (fp, TCTTCAAGGCCAAGGATCAGC; rp, CTGAAGTCGGAAACCACCCC), *EDAR* (fp, GCCTGGGAGAATGCAAATGG; rp, CACAGCTCTGGAGTCCCTTG), *NF*Κ*BIA* (fp, AAGGACGAGGAGTACGAGAAC; rp, GCCTCAGCTGTTCCTGTATGA), and *SIX3* (fp, TGCCCACGCTCAACTTTTC; rp, CCGCCGAA CTGTGAGTAGGA) transcripts were designed on the basis of publicly available *P. vitticeps* genome sequence (*60*). ISH was performed on paraffin sections as described (*61*) using a hybridization temperature of 63°C. Following hybridization, sections were washed and blocked from nonspecific antibody binding with blocking solution (2% Roche blocking reagent and 5% sheep serum) before incubating overnight at 4°C (or 1 hour at RT) with anti-DIG antibodies conjugated to alkaline phosphatase (1:2000, sheep polyclonal, Sigma-Aldrich, catalog no. 11093274910, RRID: AB_2734716). A staining solution containing 5-bromo-4-chloro-3-indolyl phosphate and nitro blue tetrazolium was applied for 1 to 3 days at RT to visualize hybridization. Last, slides were mounted using Dako Faramount aqueous medium (Agilent) and imaged with an Olympus AX70 microscope. Images were processed with Adobe Photoshop CC, and ISH staining was enhanced for visualization by fake coloring the selected blue pixels with the “Select colour range” and “Brush” tools.

### RNAscope ISH assay

RNAscope probes for *P. vitticeps EDA-A1* and *EDAR* were designed by ACDbio (sequence available from the company upon request), and all reagents were directly purchased from ACDbio. All tissue processing steps were performed according to the manufacturer’s instructions and as described for murine dentition (*62*). For pretreatments, paraffin sections were preheated at 60°C, deparaffinized and rehydrated, and dried again at 60°C. Sections were then treated with hydrogen peroxide for 10 min and incubated in target retrieval solution at 85°C for 30 min. Last, the sections were dehydrated in absolute ethanol and dried for 30 min at 60°C. For counterstaining, slides were incubated in 50% hematoxylin solution for 30 s. Stained slides were imaged and processed as described above for ISH.

### Laser microdissection, RNA sequencing, and transcriptome analysis

We analyzed the transcriptome of laser-microdissected dental tissues corresponding to posterior (acrodont position in wild type) and anteriormost (pleurodont position) dentition at hatchling SDL stage (corresponding to embryonic DL/initiation tooth stage) in three wild-type and three *Sca*/+ *P. vitticeps*. Tissue processing and sectioning, laser capture microdissection of epithelial and mesenchymal tissues using a Zeiss PALM Microbeam device equipped with a Zeiss AxioCam IC camera and PALM Robo software, and RNA extraction were performed as described before (*36*). Because of the nature of the experiment, the exact dental phenotype of *Sca*/+ samples could not be determined before tissue processing, but rough visual assessment before sectioning suggested that all three mutant samples had a representative abnormal dentary phenotype anteriorly. RNA integrity and concentration were assessed using Bioanalyzer RNA 6000 pico assays (Agilent). Ribosomal RNA (rRNA) depleted libraries were produced using the Nugen Ovation SoLo kit, and paired-end sequencing was done on a NextSeq 500 platform (Illumina, USA). Initial quality trimming, length filtering, and adapter sequence removal of reads were done as before (*36*). The STAR software (*63*) was used for sequence alignment to the *P. vitticeps* genome (*60*) and for generating count data. Count data were subsequently used for normalization, and differential gene expression analysis was conducted with edgeR (*64*) using three biological replicates. Genes with false discovery rate–corrected *P* values <0.05 were considered differentially expressed (table S2). 

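Table S2 lists the genes with an unadjusted p under 0.05 for each tissue. By the paper's FDR, 10 genes were higher and 172 lower in *Sca*/+ posterior epithelium, 5 were higher and 21 lower in anterior epithelium, 3 were higher and 2 lower in anterior mesenchyme, and 1 was lower in posterior mesenchyme. Of the genes with the lowest FDR, *LVRN*, a peptidase, differed by -3.08 (counting interval -4.06 to -2.22) and *OGN*, a small proteoglycan of bone and connective tissue, by -1.74 (-2.03 to -1.45) between the deposited values of anterior epithelium. *NCF1*, a subunit of the NADPH oxidase of phagocytes, differed by -2.54 (-3.53 to -1.69) in anterior mesenchyme, and *SCFD2*, which is not past the paper's threshold (the paper's FDR 0.351), by -1.87 (-2.21 to -1.54) in posterior mesenchyme, where the gene past it was not analysed here. The differences of the deposited values had the sign of the paper's fold change for 928 of 952 genes in anterior epithelium, 669 of 689 in anterior mesenchyme and 479 of 491 in posterior mesenchyme. Across these genes, which the paper's test selected, Pearson's r was 0.90, 0.89 and 0.86. Among genes with at least 200 steps in both columns (129, 51 and 51 genes), the SD of the deviation from the paper's fold change was 0.44, 0.30 and 0.38 log2 units, where counting error alone would give 0.095, 0.090 and 0.086. The median deviation was 0.067, 0.377 and 0.408, so for these genes of both mesenchyme comparisons the deposited differences were shifted as well as scattered. The set is abundant and selected by the paper's test, and it does not show a shift of all genes. Over the 9987 genes kept, the median difference was 0.043 in anterior and -0.001 in posterior mesenchyme.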

MDS and PC analyses were carried out on normalized count data using the ClustVis v1 and iDEP v0.91 web applications for differential expression and pathway analysis (*65*, *66*). GO analyses, including GO term enrichment analysis of PC rotation, were performed using biological process GO terms in iDEP v0.91.

### Tooth explant cultures

The mandibles from six wild-type embryos corresponding to tooth DL/initiation stage (32 dpo) were dissected and divided vertically into left and right dentary components with a scalpel to obtain both control and test tissues from the same individuals (Fig. 4A). Each dentary was placed onto Millicell 0.4-μm cell culture inserts (Millipore) in six-well plates filled with DMEM/F12 medium (Gibco) containing 10% fetal calf serum, penicillin-streptomycin (100 U/ml; Gibco), 1:100 nystatin (Gibco), 1:100 amphotericin B (Gibco), and ascorbic acid (0.1 mg/ml). Dentaries were cultured at the air-liquid interface for 7 days at 35°C with 5% CO_2_ in the presence of 20 or 40 μM BAY 11-7082 (Abcam, catalog no. ab141228) dissolved in 100% ethanol or the corresponding volume of vehicle (100% ethanol). To assess proliferation, BrdU (Sigma-Aldrich) was added to the culture medium at 10 μM for 24 hours before the end of the cultures. Culture samples were then fixed in 4% PFA overnight, processed into paraffin blocks, and sectioned at 5 μm. BrdU IHC was performed on sections as described above. Cell counts of both proliferative BrdU-positive cells and total number of cells (based on DAPI staining) were done on three to five sections corresponding to each individual tooth using the “Count” tool on Adobe Photoshop CC, and BrdU/DAPI ratio was used to determine the mitotic index. Tooth area was calculated through manual selection of the tooth germ (including the enamel organ and DL) and analysis of the size of the selection using the “Analyze particles” tool of ImageJ program. Statistical significance was calculated using Student’s *t* test in Microsoft Excel, and significance was determined at *P* value <0.05.

## Supplementary Materials

### This PDF file includes:

Figs. S1 and S2 Tables S1, S3, and S4 References

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: The developmental origins of heterodonty and acrodonty as revealed by reptile dentitions
**Source:** Sci Adv. 2021 Dec 17;7(51):eabj7912. doi: 10.1126/sciadv.abj7912
**Supplement:** Supplementary file 1 — Figs. S1 and S2 Tables S1, S3, and S4 References

Supplementary Materials for
**The developmental origins of heterodonty and acrodonty as revealed by
reptile dentitions**

Lotta Salomies, Julia Eymann, Joni Ollonen, Imran Khan, Nicolas Di-Poï*

Published 17 December 2021, *Sci. Adv.* 7, eabj7912 (2021)
DOI: 10.1126/sciadv.abj7912

The PDF file includes:

Figs. S1 and S2
Tables S1, S3, and S4
References

Other Supplementary Material for this manuscript includes the following:

Table S2

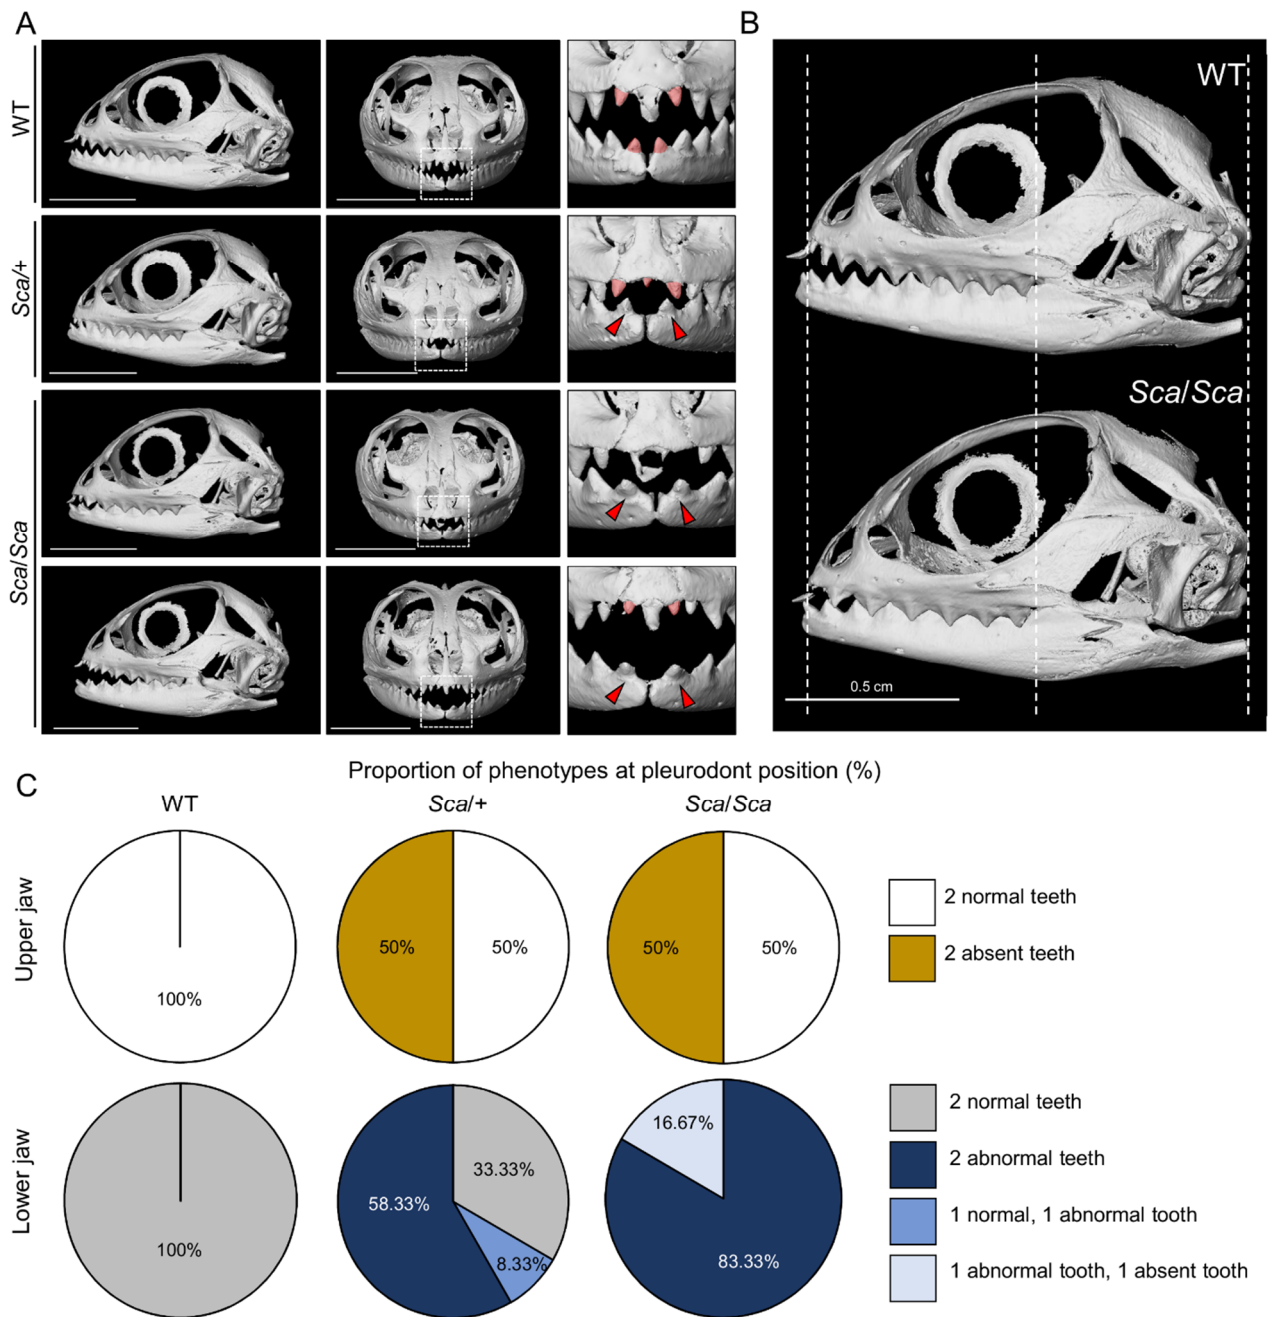

Fig. S1. Phenotypic characterization of mutant scaleless *P. vitticeps* dentition. (A) 3D-rendered skulls of littermate wild-type (WT), heterozygous scaleless (*Sca/+*), and homozygous scaleless (*Sca/Sca*) *P. vitticeps* at hatchling stage in lateral (left panels) and frontal (middle and right panels) views. Right panels show closeups of frontal views. Morphologically normal pleurodont teeth are highlighted in red, whereas large, acrodont-like teeth at anteriormost dentary position identified in mutants are indicated by red arrowheads. (B) Alignment of hatchling WT and *Sca/Sca* 3D-rendered skulls in scale, indicating no major variations in skull size and length. (C) Quantification of the various dental phenotypes seen in WT (n = 8), *Sca/+* (n = 12), and *Sca/Sca* (n = 6) *P. vitticeps* at hatchling and early postnatal stage based on visual assessment from 3D-rendered skulls. Abnormal teeth only refer to the presence of large, acrodont-like tooth phenotype. Scale bars: 5 mm (A, B).

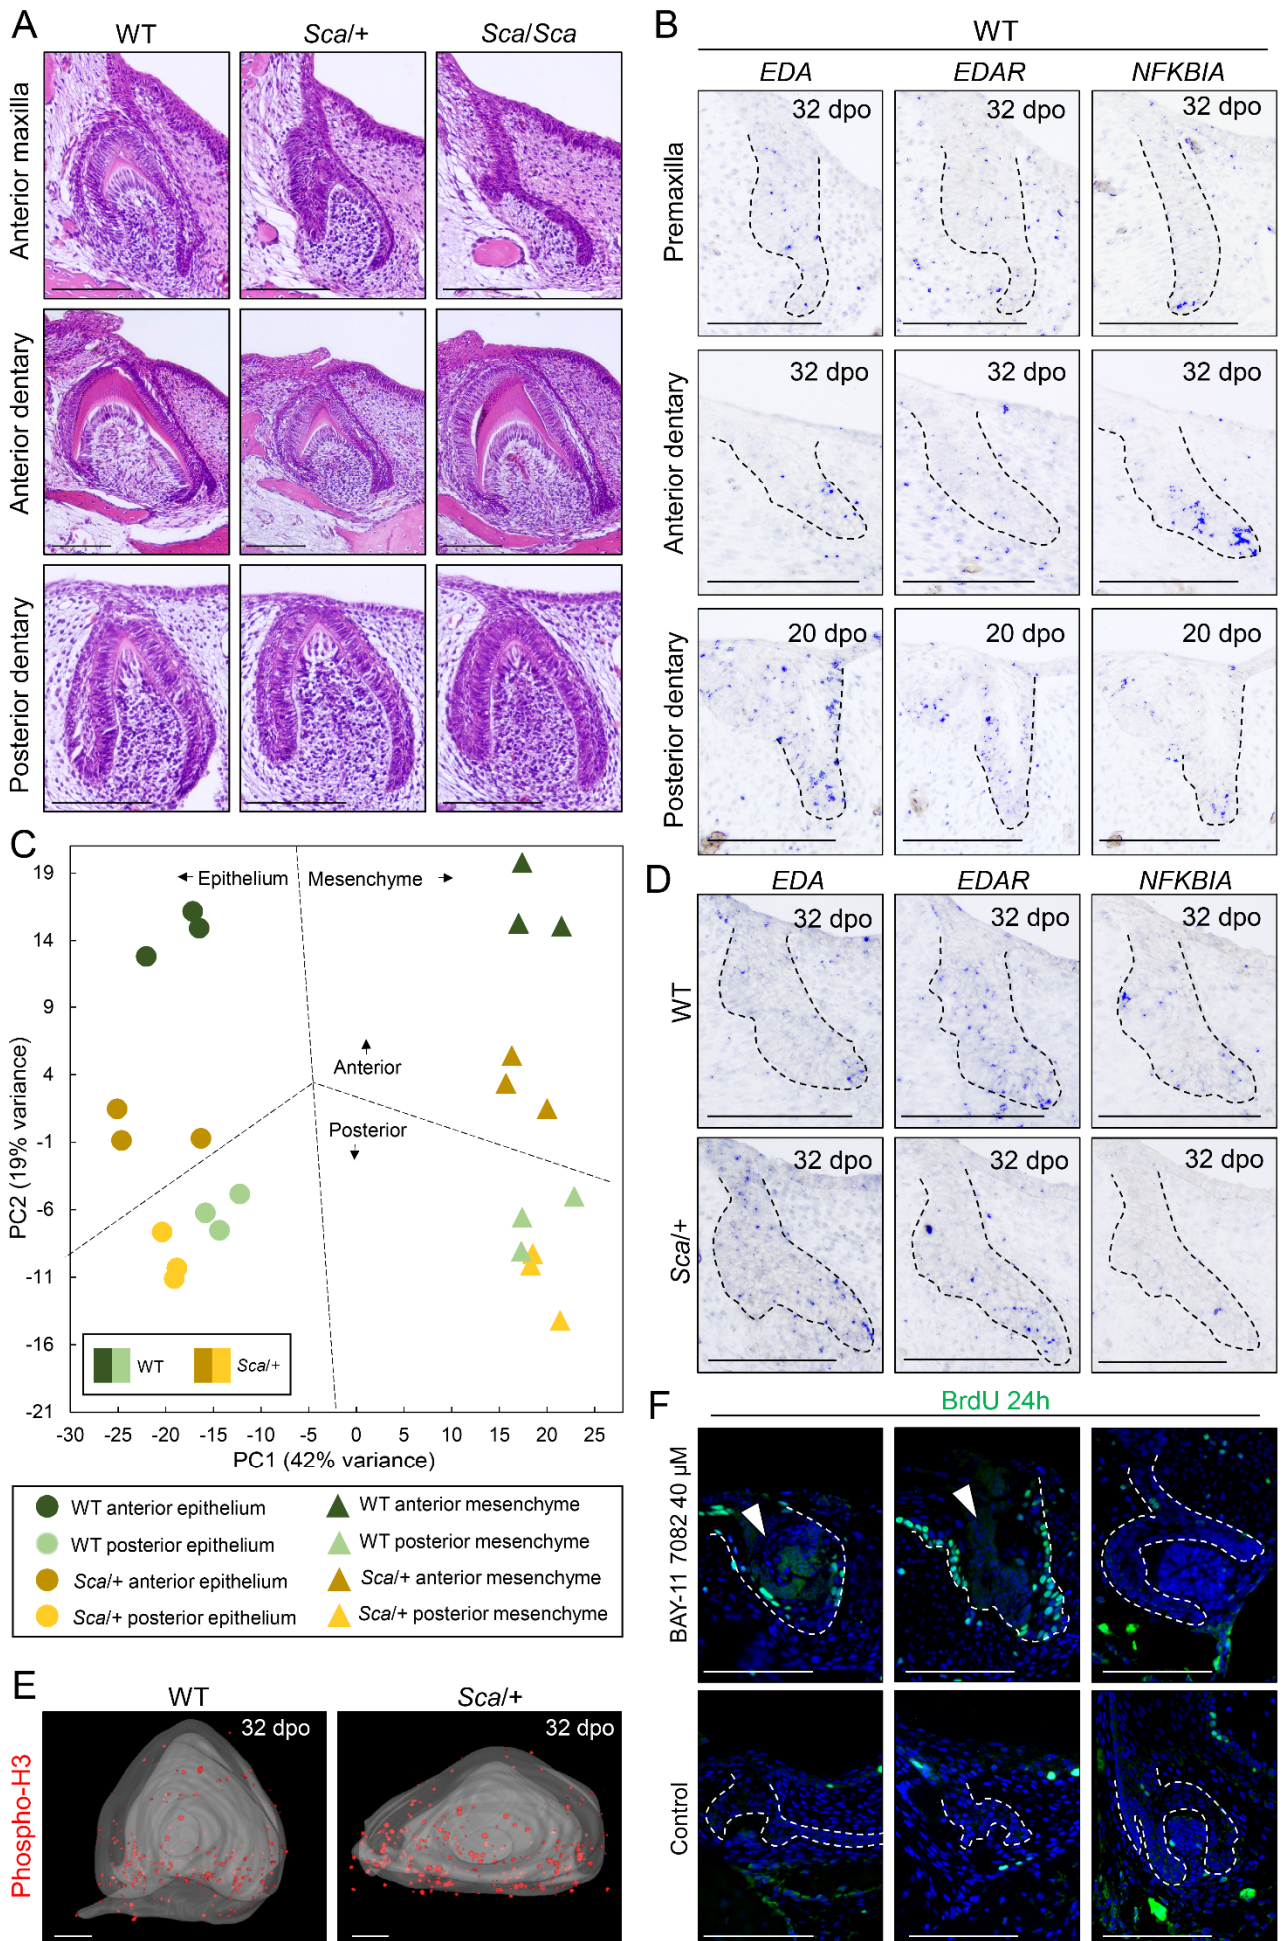

Fig. S2. Molecular characterization of mutant scaleless *P. vitticeps* dentition. (A) Hematoxylin and eosin (H&E)-stained sections of hatchling WT, *Sca/+*, and *Sca/Sca* *P. vitticeps* teeth from

premaxillary, anterior dentary, and posterior dentary positions. The *Sca/Sca* sample corresponds to extreme phenotype with total absence of visible teeth on the anterior maxilla (see Fig. S1C). **(B)** ISH of *EDA*, *EDAR*, and *NFKB1A* at DL/initiation stage in WT teeth from premaxillary, anterior dentary, and posterior dentary positions. Developmental stages are shown in dpo. The epithelium-mesenchyme junction is indicated by black dashed lines. **(C)** Principal component (PC) analysis of the same tooth transcriptome datasets at DL/initiation shown in Fig. 3B. Numbers in brackets indicate the percentage of variance explained by each of the main PC axes. **(D)** ISH of *EDA*, *EDAR*, and *NFKB1A* at DL/initiation stage in WT and *Sca/+* teeth from anterior dentary position. Developmental stages are shown in dpo. The epithelium-mesenchyme junction is indicated by black dashed lines. **(E)** 3D reconstructed models of Phospho-H3 staining in posterior dentary tooth germs at mid-bell stage (32 dpo) from WT and *Sca/+* embryos. **(F)** BrdU IHC on anterior dentary tooth germs cultured with either 40 mM BAY11-7082 or ethanol (control). Some samples show a distorted phenotype, high cell proliferation, and abnormal cell phenotype (white arrowheads).

Table S1. List of adult Acrodonta used in CT-scan analysis

Species	Family	Source (reference/database)
<i>Agama hispida</i>	Agaminae	(58)
<i>Bronchocela jubata</i>	Draconinae	(58)
<i>Brookesia brygooi</i>	Brookesiinae	DigiMorph
<i>Chameleo calypttratus</i>	Chamaeleonidae	This study
<i>Hydrosaurus amboinensis</i>	Hydrosaurinae	MorphoSource
<i>Leiolepis belliana</i>	Leiolepidinae	DigiMorph
<i>Physignathus cocincinus</i>	Amphibolurinae	This study
<i>Uromastyx hardwicki</i>	Uromastycinae	Digimorph

Table S2 (separate file)

Table S3. List of hatchling Acrodonta used in tooth size analysis

Species	Family	Nber of pleurodont teeth per jaw quadrant	Normalized acrodont tooth width: mean $\pm$ SD (in mm)	Source (reference)
<i>Agama agama</i>	Agamidae	1	0.110 $\pm$ 0.025	(11)
<i>Amphibolurus muricatus</i>	Agamidae	>1	0.081 $\pm$ 0.012	(67)
<i>Bradypodion pumilum</i>	Chamaeleonidae	0	0.120 $\pm$ 0.023	(68)
<i>Chameleo calyptratus</i>	Chamaeleonidae	0	0.112 $\pm$ 0.026	This study
<i>Chamaeleo hoehnelli</i>	Chamaeleonidae	0	0.127 $\pm$ 0.024	(68)
<i>Ctenophorus nuchalis</i>	Agamidae	1	0.105 $\pm$ 0.022	(67)
<i>Furcifer pardalis</i>	Chamaeleonidae	0	0.124 $\pm$ 0.037	This study
<i>Gowidon longirostris</i>	Agamidae	>1	0.092 $\pm$ 0.017	(67)
<i>Pogona vitticeps</i>	Agamidae	1	0.100 $\pm$ 0.028	This study
<i>Uromastyx hardwicki</i>	Agamidae	0	0.122 $\pm$ 0.038	(26)

Table S4. List of well-preserved fossil Iguania showing acrodont or a mix of acrodont/pleurodont dentition used in tooth size analysis

Species	Family (or clade)	Nber of pleurodont teeth per maxilla	Normalized acrodont tooth width: mean (SD) in mm	Source (reference)
<i>Agama s.l.</i>	Agamidae	2	0.099 ± 0.015	(69)
<i>Chamaeleo caroliquarti</i>	Chamaeleonidae	0	0.128 ± 0.044	(70)
<i>Chamaeleo sp</i>	Chamaeleonidae	0	0.125 ± 0.059	(71)
<i>Gueragama sulamericana</i>	Acrodonta	5	0.096 ± 0.007	(14)
<i>Heredontagama borsukae</i>	Priscagamidae	2-3	0.098 ± 0.036	(72)
<i>Mimeosaurus crassus</i>	Priscagamidae	0	0.122 ± 0.066	(73)
<i>Priscagama gobiensis</i>	Priscagamidae	6	0.089 ± 0.017	(73)
<i>Tinosaurus doumuensis</i>	Agamidae	4	0.094 ± 0.010	(74)
<i>Tinosaurus europeocaenus</i>	Agamidae	4	0.091 ± 0.033	(75)
<i>Tinosaurus indicus</i>	Agamidae	2-3	0.102 ± 0.042	(72)
<i>Qianshanosaurus huangpuensis</i>	Isodontosauridae	0	0.119 ± 0.017	(74)
<i>Suratagama neeraae</i>	Agamidae	6	0.082 ± 0.015	(72)
<i>Vastanagama susanae</i>	Agamidae	3	0.104 ± 0.042	(72)

REFERENCES AND NOTES

1. J. Jernvall, I. Thesleff, Tooth shape formation and tooth renewal: Evolving with the same signals. *Development* **139**, 3487–3497 (2012).
2. E. Harjunmaa, K. Seidel, T. Häkkinen, E. Renvoisé, I. J. Corfe, A. Kallonen, Z. Q. Zhang, A. R. Evans, M. L. Mikkola, I. Salazar-Ciudad, O. D. Klein, J. Jernvall, Replaying evolutionary transitions from the dental fossil record. *Nature* **512**, 44–48 (2014).
3. A. Sadier, L. Viriot, S. Pantalacci, V. Laudet, The ectodysplasin pathway: From diseases to adaptations. *Trends Genet.* **30**, 24–31 (2014).
4. H. Gomes Rodrigues, S. Renaud, C. Charles, Y. Le Poul, F. Solé, J. P. Aguilar, J. Michaux, P. Tafforeau, D. Headon, J. Jernvall, L. Viriot, Roles of dental development and adaptation in rodent evolution. *Nat. Commun.* **4**, 2504 (2013).
5. R. Peterková, M. Peterka, L. Viriot, H. Lesot, Development of the vestigial tooth primordia as part of mouse odontogenesis. *Connect. Tissue Res.* **43**, 120–128 (2002).
6. C. M. Brown, C. S. Vanburen, D. W. Larson, K. S. Brink, N. E. Campione, M. J. Vavrek, D. C. Evans, Tooth counts through growth in diapsid reptiles: Implications for interpreting individual and size-related variation in the fossil record. *J. Anat.* **226**, 322–333 (2015).
7. R. A. García, V. Zurriaguz, Histology of teeth and tooth attachment in titanosaurs (Dinosauria; Sauropoda). *Cretac. Res.* **57**, 248–256 (2016).
8. T. Davit-Béal, H. Chisaka, S. Delgado, J. Y. Sire, Amphibian teeth: Current knowledge, unanswered questions, and some directions for future research. *Biol. Rev. Camb. Philos. Soc.* **82**, 49–81 (2007).
9. M. M. Smith, G. J. Fraser, T. A. Mitsiadis, Dental lamina as source of odontogenic stem cells: Evolutionary origins and developmental control of tooth generation in gnathostomes. *J. Exp. Zool. Part B Mol. Dev. Evol.* **312**, 260–280 (2009).
10. T. J. C. Bertin, B. Thivichon-Prince, A. R. H. LeBlanc, M. W. Caldwell, L. Viriot, Current perspectives on tooth implantation, attachment, and replacement in amniota. *Front. Physiol.* **9**, 1630 (2018).
11. J. S. Cooper, D. F. G. Poole, R. Lawson, The dentition of agamid lizards with special reference to tooth replacement. *J. Zool.* **162**, 85–98 (1970).
12. S. E. Evans, G. V. R. Prasad, B. K. Manhas, Fossil lizards from the jurassic kota formation of India. *J. Vertebr. Paleontol.* **22**, 299–312 (2002).

13. S. A. Hocknull, Comparative maxillary and dentary morphology of the Australian dragons (Agamidae: Squamata): A framework for fossil identification. *Mem. Queensl. Museum* **48**, 125–145 (2002).
14. T. R. Simões, E. Wilner, M. W. Caldwell, L. C. Weinschütz, A. W. A. Kellner, A stem acrodontan lizard in the Cretaceous of Brazil revises early lizard evolution in Gondwana. *Nat. Commun.* **6**, 8149 (2015).
15. K. M. Jenkins, M. E. H. Jones, T. Zikmund, A. Boyde, J. D. Daza, A review of tooth implantation among rhynchocephalians (Lepidosauria). *J. Herpetol.* **51**, 300–306 (2017).
16. Y. Haridy, A. R. H. LeBlanc, R. R. Reisz, The Permian reptile *Opisthodontosaurus carrolli*: A model for acrodont tooth replacement and dental ontogeny. *J. Anat.* **232**, 371–382 (2018).
17. Y. Haridy, Histological analysis of post-eruption tooth wear adaptations, and ontogenetic changes in tooth implantation in the acrodontan squamate *Pogona vitticeps*. *PeerJ.* **6**, e5923 (2018).
18. B. Berkovitz, P. Shellis, *The Teeth of Non-Mammalian Vertebrates* (Elsevier, Amsterdam, 2017).
19. F. Lafuma, I. J. Corfe, J. Clavel, N. Di-Poï, Multiple evolutionary origins and losses of tooth complexity in squamates. *Nat. Commun.* **12**, 6001 (2021).
20. D. L. Mahler, M. Kearney, The palatal dentition in squamate reptiles: Morphology, development, attachment, and replacement. *Fieldiana Zool.* **108**, 1–61 (2006).
21. S. E. Evans, “The skull of Lepidosauria” in *Biology of the Reptilia* (Ithaca, NY, 2008), vol. 20, pp. 1–755.
22. M. Borsuk-Białynicka, The late cretaceous lizard *Pleurodontagama* and the origin of tooth permanency in Lepidosauria. *Acta Palaeontol. Pol.* **41**, 231–252 (1996).
23. S. E. Evans, M. Borsuk-Białynicka, A small lepidosauromorph reptile from the early Triassic of Poland. *Palaeontol. Pol.* **65**, 179–202 (2009).
24. H. Zaher, O. Rieppel, Tooth implantation and replacement in squamates, with special reference to mosasaur lizards and snakes. *Am. Museum Novit.* **3271**, 1–19 (1999).
25. J. S. Cooper, D. F. G. Poole, The dentition and dental tissues of the agamid lizard, *Uromastyx*. *J. Zool.* **169**, 85–100 (1973).
26. N. Di-Poï, M. C. Milinkovitch, The anatomical placode in reptile scale morphogenesis indicates shared ancestry among skin appendages in amniotes. *Sci. Adv.* **2**, e1600708 (2016).

27. J. Ollonen, F. O. Da Silva, K. Mahlow, N. Di-Poï, Skull development, ossification pattern, and adult shape in the emerging lizard model organism *Pogona vitticeps*: A comparative analysis with other squamates. *Front. Physiol.* **9**, 278 (2018).
28. R. E. Diaz Jr., N. A. Shylo, D. Roellig, M. Bronner, P. A. Trainor, Filling in the phylogenetic gaps: Induction, migration, and differentiation of neural crest cells in a squamate reptile, the veiled chameleon (*Chamaeleo calyptratus*). *Dev. Dyn.* **248**, 709–727 (2019).
29. C. Drögemüller, H. Kuiper, M. Peters, S. Guionaud, O. Distl, T. Leeb, Congenital hypotrichosis with anodontia in cattle: A genetic, clinical and histological analysis. *Vet. Dermatol.* **13**, 307–313 (2002).
30. P. F. Colosimo, K. E. Hosemann, S. Balabhadra, G. Villarreal, H. Dickson, J. Grimwood, J. Schmutz, R. M. Myers, D. Schluter, D. M. Kingsley, Widespread parallel evolution in sticklebacks by repeated fixation of ectodysplasin alleles. *Science* **307**, 1928–1933 (2005).
31. C. S. Barlund, E. G. Clark, T. Leeb, C. Drögemüller, C. W. Palmer, Congenital hypotrichosis and partial anodontia in a crossbred beef calf. *Can. Vet. J.* **48**, 612–614 (2007).
32. M. L. Casal, P. F. Jezyk, J. M. Greek, M. H. Goldschmidt, D. F. Patterson, X-linked ectodermal dysplasia in the dog. *J. Hered.* **88**, 513–517 (1997).
33. M. P. Harris, N. Rohner, H. Schwarz, S. Perathoner, P. Konstantinidis, C. Nüsslein-Volhard, Zebrafish *eda* and *edar* mutants reveal conserved and ancestral roles of ectodysplasin signaling in vertebrates. *PLOS Genet.* **4**, e1000206 (2008).
34. A. D. S. Atukorala, K. Inohaya, O. Baba, M. J. Tabata, R. A. R. K. Ratnayake, D. Abduweli, S. Kasugai, H. Mitani, Y. Takano, Scale and tooth phenotypes in medaka with a mutated ectodysplasin-a receptor: Implications for the evolutionary origin of oral and pharyngeal teeth. *Arch. Histol. Cytol.* **73**, 139–148 (2011).
35. N. M. O’Brown, B. R. Summers, F. C. Jones, S. D. Brady, D. M. Kingsley, A recurrent regulatory change underlying altered expression and Wnt response of the stickleback armor plates gene *EDA*. *eLife* **4**, e05290 (2015).
36. L. Salomies, J. Eymann, I. Khan, N. Di-Poï, The alternative regenerative strategy of bearded dragon unveils the key processes underlying vertebrate tooth renewal. *eLife* **8**, e47702 (2019).
37. J. Laurikkala, M. Mikkola, T. Mustonen, T. Åberg, P. Koppinen, J. Pispa, P. Nieminen, J. Galceran, R. Grosschedl, I. Thesleff, TNF signaling via the ligand-receptor pair ectodysplasin

and edar controls the function of epithelial signaling centers and is regulated by Wnt and activin during tooth organogenesis. *Dev. Biol.* **229**, 443–455 (2001).

38. K. M. Melstrom, The relationship between diet and tooth complexity in living dentigerous saurians. *J. Morphol.* **278**, 500–522 (2017).

39. S. Miard, R. Peterková, J. L. Vonesch, M. Peterka, J. V. Ruch, H. Lesot, Alterations in the incisor development in the Tabby mouse. *Int. J. Dev. Biol.* **43**, 517–529 (1999).

40. P. Kristenová-Cermáková, M. Peterka, S. Lisi, H. Lesot, R. Peterková, Postnatal lower jaw dentition in different phenotypes of tabby mice. *Connect. Tissue Res.* **43**, 283–288 (2002).

41. A. S. Tucker, D. J. Headon, J. M. Courtney, P. Overbeek, P. T. Sharpe, The activation level of the TNF family receptor, Edar, determines cusp number and tooth number during tooth development. *Dev. Biol.* **268**, 185–194 (2004).

42. J. Pispa, H. S. Jung, J. Jernvall, P. Kettunen, T. Mustonen, M. J. Tabata, J. Kere, I. Thesleff, Cusp patterning defect in Tabby mouse teeth and its partial rescue by FGF. *Dev. Biol.* **216**, 521–534 (1999).

43. A. S. Tucker, D. J. Headon, P. Schneider, B. M. Ferguson, P. Overbeek, J. Tschopp, P. T. Sharpe, Edar/Eda interactions regulate enamel knot formation in tooth morphogenesis. *Development* **127**, 4691–4700 (2000).

44. C. Charles, S. Pantalacci, P. Tafforeau, D. Headon, V. Laudet, L. Viriot, Distinct impacts of *Eda* and *Edar* loss of function on the mouse dentition. *PLOS ONE* **4**, e4985 (2009).

45. M. Landova Sulcova, O. Zahradnicek, J. Dumkova, H. Dosedelova, J. Krivanek, M. Hampl, M. Kavkova, T. Zikmund, M. Gregorovicova, D. Sedmera, J. Kaiser, A. S. Tucker, M. Buchtova, Developmental mechanisms driving complex tooth shape in reptiles. *Dev. Dyn.* **249**, 441–464 (2020).

46. P. N. Kantaputra, R. J. Gorlin, Double dens invaginatus of molarized maxillary central incisors, premolarization of maxillary lateral incisors, multituberculism of the mandibular incisors, canines and first premolar, and sensorineural hearing loss. *Clin. Dysmorphol.* **1**, 128–36 (1992).

47. A. S. Tucker, K. L. Matthews, P. T. Sharpe, Transformation of tooth type induced by inhibition of BMP signaling. *Science* **282**, 1136–1138 (1998).

48. P. M. Munne, S. Felszeghy, M. Jussila, M. Suomalainen, I. Thesleff, J. Jernvall, Splitting placodes: Effects of bone morphogenetic protein and Activin on the patterning and identity of mouse incisors. *Evol. Dev.* **12**, 383–392 (2010).
49. A. R. H. LeBlanc, I. Paparella, D. O. Lamoureux, M. R. Doschak, M. W. Caldwell, Tooth attachment and pleurodont implantation in lizards: Histology, development, and evolution. *J. Anat.* **238**, 1156–1178 (2021).
50. S. C. Sun, P. A. Ganchi, D. W. Ballard, W. C. Greene, NF- κ B controls expression of inhibitor I κ B α : Evidence for an inducible autoregulatory pathway. *Science* **259**, 1912–1915 (1993).
51. H. R. Dassule, P. Lewis, M. Bei, R. Maas, A. P. McMahon, Sonic hedgehog regulates growth and morphogenesis of the tooth. *Development* **127**, 4775–4785 (2000).
52. E. Juuri, M. Jussila, K. Seidel, S. Holmes, P. Wu, J. Richman, K. Heikinheimo, C.-M. Chuong, K. Arnold, K. Hochedlinger, O. Klein, F. Michon, I. Thesleff, Sox2 marks epithelial competence to generate teeth in mammals and reptiles. *Development* **140**, 1424–1432 (2013).
53. C. Mou, B. Jackson, P. Schneider, P. A. Overbeek, D. J. Headon. Generation of the primary hair follicle pattern. *Proc. Natl. Acad. Sci. U.S.A.* **103**, 9075–9080 (2006).
54. V. R. Alifanov, New acrodont lizards (Lacertilia) from the Middle Eocene of southern Mongolia. *Paleontol. J.* **43**, 675–685 (2009).
55. J. F. R. Tonini, K. H. Beard, R. B. Ferreira, W. Jetz, R. A. Pyron, Fully-sampled phylogenies of squamates reveal evolutionary patterns in threat status. *Biol. Conserv.* **204**, 23–31 (2016).
56. B. L. Thomas, P. T. Sharpe, Patterning of the murine dentition by homeobox genes. *Eur. J. Oral Sci.* **106**, 48–54 (1998).
57. M. V. Plikus, M. Zeichner-David, J.-A. Mayer, J. Reyna, P. Bringas, J. G. M. Thewissen, M. L. Snead, Y. Chai, C.-M. Chuong, Morphoregulation of teeth: Modulating the number, size, shape and differentiation by tuning Bmp activity. *Evol. Dev.* **7**, 440–457 (2005).
58. F. O. Da Silva, A. C. Fabre, Y. Savriama, J. Ollonen, K. Mahlow, A. Herrel, J. Müller, N. Di-Poi, The ecological origins of snakes as revealed by skull evolution. *Nat. Commun.* **9**, 376 (2018).
59. J. Schindelin, I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J.-Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P.

- Tomancak, A. Cardona, Fiji: An open-source platform for biological-image analysis. *Nat. Methods* **9**, 676–682 (2012).
60. A. Georges, Q. Li, J. Lian, D. O’Meally, J. Deakin, Z. Wang, P. Zhang, M. Fujita, H. R. Patel, C. E. Holleley, Y. Zhou, X. Zhang, K. Matsubara, P. Waters, J. A. M. Graves, S. D. Sarre, G. Zhang, High-coverage sequencing and annotated assembly of the genome of the Australian dragon lizard *Pogona vitticeps*. *Gigascience* **4**, 45 (2015).
61. J. Eymann, L. Salomies, S. Macrì, N. Di-Poï, Variations in the proliferative activity of the peripheral retina correlate with postnatal ocular growth in squamate reptiles. *J. Comp. Neurol.* **527**, 2356–2370 (2019).
62. M. Sanz-Navarro, K. Seidel, Z. Sun, L. Bertonnier-Brouty, B. A. Amendt, O. D. Klein, F. Michon, Plasticity within the niche ensures the maintenance of a *Sox2*⁺ stem cell population in the mouse incisor. *Development* **145**, dev155929 (2018).
63. A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
64. M. D. Robinson, A. Oshlack, A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol.* **11**, R25 (2010).
65. T. Metsalu, J. Vilo, ClustVis: A web tool for visualizing clustering of multivariate data using principal component analysis and heatmap. *Nucleic Acids Res.* **43**, W566–W570 (2015).
66. S. X. Ge, E. W. Son, R. Yao, iDEP: An integrated web application for differential expression and pathway analysis of RNA-Seq data. *BMC Bioinformatics* **19**, 534 (2018).
67. J. A. Gray, M. N. Hutchison, M. E. H. Jones, Exceptional disparity in Australian agamid lizards is a possible result of arrival into vacant niche. *Anat. Rec.* **302**, 1536–1543 (2019).
68. O. Rieppel, Studies on skeleton formation in reptiles. II. *Chamaeleo hoehnelii* (Squamata: Chamaeleoninae), with comments on the homology of carpal and tarsal bones. *Herpetologica* **49**, 66–78 (1993).
69. M. Delfino, T. Kotsakis, M. Arca, C. Tuveri, G. Pitruzzella, L. Rook, Agamid lizards from the Plio-Pleistocene of Sardinia (Italy) and an overview of the European fossil record of the family. *Geodiversitas* **30**, 641–656 (2008).
70. S. Moody, Z. Roček, *Chamaeleo caroliquarti* (Chamaeleonidae, Sauria): A new species from the Lower Miocene of Central Europe. *Věst. Ústř. Úst. geol.* **55**, 85–92 (1980).

71. O. Rieppel, A. Walker, I. Odhiambo, A preliminary report on a fossil chamaeleonine (Reptilia: Chamaeleoninae) skull from the Miocene of Kenya. *J. Herpetol.* **26**, 77–80 (1992).
72. R. S. Rana, M. Augé, A. Folie, K. D. Rose, K. Kumar, L. Singh, A. Sahni, T. Smith, High diversity of acrodontan lizards in the Early Eocene Vastan Lignite Mine of India. *Geol. Belg.* **16**, 290–301 (2013).
73. M. Borsuk-Białynicka, S. M. Moody, Priscagaminae, a new subfamily of the Agamidae (Sauria) from the Late Cretaceous of the Gobi Desert. *Acta Palaeontol. Pol.* **29**, 51–81 (1984).
74. D. Li-Ping, S. E. Evans, W. Yuan, Taxonomic revision of lizards from the Paleocene deposits of the Qianshan Basin, Anhui, China. *Vert. PalAs.* **54**, 243–268 (2016).
75. M. Augé, R. Smith, Les Agamidae (Reptilia, Squamata) du Paléogène d'Europe occidentale. *Belg. J. Zool.* **127**, 123–138 (1997).

How the deposited data were processed for this re-analysis (not part of the article)

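RNA of laser-captured dental tissue of *P. vitticeps* was sequenced in 24 samples, 3 each of epithelium and mesenchyme from the anterior and the posterior jaw position of WT and *Sca*/+ hatchlings. The authors trimmed the reads with Trimmomatic, aligned and counted them with STAR on the *P. vitticeps* genome, and normalized the counts for differential expression with edgeR, without stating versions of the first 2 tools. The values they deposited are log2 CPM, named as means, with 1 column for each of the 8 groups and 11126 genes, of which 1662 carry a LOC number in place of a symbol. Base 2 follows from the values, since 2 to the power of each value has 2 decimals and the columns add up to between 861122 and 1047960 CPM. The lowest value of a column lies between 1.13 and 1.85 CPM, so no gene of the table is at 0 in a usable column, and how the authors chose its genes is not stated in the paper's text. Of the symbols, 9891 match the RefSeq annotation of the species, and no coordinates were used.

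The column of WT posterior epithelium was not used. Apart from 5 genes, its values form a series that increases by 1e-09 from row to row, in the order of the table. In the other 7 columns 100% of the values are whole multiples of 1 step within 0.0065 CPM, whereas 1.00% to 4.18% would be by chance. The authors call the values means, and whether a column holds 1 library or pooled reads could not be told from it. A step counts as 1 count in the intervals, and the median gene had between 26 and 106 steps. Exact intervals (Clopper-Pearson, 95%) were computed for the log2 difference of each gene, and they cover counting error only, neither the spread between animals nor that of amplification.

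Genes were kept with a mean of at least 3 log2 CPM over the 7 usable columns, which left 9987. The comparisons were *Sca*/+ minus WT in anterior epithelium, anterior mesenchyme and posterior mesenchyme, posterior minus anterior in WT mesenchyme, *Sca*/+ mesenchyme and *Sca*/+ epithelium, and epithelium minus mesenchyme in the 3 pairs with usable columns. A difference of at least 1 log2 unit was taken as higher or lower, and with 1 value per group no test of a gene was made. The median difference of all genes lay between 0.00 and 0.06 in the 9 comparisons, and the main values were not centred. The 27 gene lists cover markers of epithelium, mesenchyme and other cell types of the jaw, the cell cycle, ribosome, oxidative phosphorylation, EDA signaling, tooth development, immediate early genes and matrix remodelling. Each list's median was set against 10000 random lists matched in 20 bins of mean expression (seed 20211217), and percentiles below 2.5 or above 97.5 were taken as outside their range. Distances between tissues are RMS differences over the genes kept. The PC analysis used genes centred and not scaled.

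On simulated data with 200 genes changed by 1 log2 unit at the depth of the columns, the list median of the changed genes was 1.01, 1.02 and 1.02 in the 3 comparisons by genotype, at percentile 100, and lists of unchanged genes lay inside the range. For the axis between the WT positions, unchanged groups with counting error alone were simulated 100 times. PC coordinates of the single samples were taken from the paper's Table S2 and compared by exact permutation tests of 3 against 3 samples, two-sided, for which p cannot go below 0.1, and the compartments on PC1 by an exact sign-flip test over 6 animals, in place of the planned test of 12 against 12 samples, which took samples of shared animals as independent. Where samples of the same number were treated as pairs, an exact sign-flip test of 3 pairs cannot go below 0.25. Rows of Table S2, which the authors computed with edgeR, are marked as the paper's.

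The text names the genes that the paper names, the 5 genes of each direction with the largest difference in each comparison by genotype or WT position (10 for the compartments, ranked by the smallest of the 3 differences), up to 4 members of each list with the largest difference, and the 5 of each direction with the lowest FDR in Table S2, whose values had been seen when the rule was written. Some genes that this rule selects are not reported here. The rule asked for a difference of the same sign in the other compartment, which the missing column allowed only in anterior tissue. The alternatives were no filter, a filter at 5 log2 CPM, rules of 0.58 and 2 log2 units, centring on the median, list means, 10 bins, the 500 most variable genes, a correlation distance, scaled genes, pairing by number and leaving out each replicate. Fits with limma on single animals were planned for the case that such columns were found, and were not run. Calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.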

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

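Tests of depth, of tissue from the other compartment and of short transcripts for ribosomal protein genes, and the tests of a single animal and of EDA signaling for acute phase genes, were chosen after their results were seen, and the acute phase genes themselves were listed after related genes had been noticed in the data.

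Ribosomal protein genes and genes of oxidative phosphorylation, which the paper does not discuss, were higher in *Sca*/+ than nearly all random lists in the 3 tissues compared. The medians of the 72 ribosomal protein genes were 1.05, 0.96 and 1.17 log2 units in anterior epithelium, anterior mesenchyme and posterior mesenchyme (42, 32 and 57 genes higher, none lower), and among the paper's rows of Table S2 there are 20, 23 and 29 such genes higher in *Sca*/+ in these tissues and none lower, while posterior epithelium has 0 such rows in either direction. Ribosomal protein genes had been noticed in Table S2 before their list was drawn up. The 27 genes of oxidative phosphorylation had medians of 0.46, 0.42 and 0.43, but only 5, 6 and 4 of them were higher and 1 was lower in each tissue, and the paper's rows hold 7, 4 and 0 such genes, all higher.

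Greater depth of the *Sca*/+ columns is argued against by anterior mesenchyme, where the *Sca*/+ column is the shallower one and the median is still 0.96. Scaling that lifts all abundant genes is argued against by the 287 other genes of like abundance, whose median was at most 0.22, and tissue of the other compartment by the list's difference between epithelium and mesenchyme, 0.34 in the *Sca*/+ posterior pair, where the bound was 0.5, and 0.38 and 0.52 in the WT and *Sca*/+ anterior pairs, each short of the smallest difference between genotypes, 0.96. Better recovery of short transcripts stays open, since the mostly short genes of oxidative phosphorylation were higher by up to 0.46, which is neither 0 nor the size seen in ribosomal protein genes. An effect of the genotype may be a candidate explanation as well, but a library batch that follows the genotype was not tested.

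Genes that mark mesenchyme differed between genotypes in anterior tissue. The 204 genes that mark epithelium lay inside the range of the random lists there. Their medians were 0.27 in anterior epithelium (28 higher, 24 lower) and 0.19 in anterior mesenchyme (37 higher, 26 lower). The 461 genes at least 2 log2 units higher in mesenchyme than in epithelium in the *Sca*/+ posterior pair had a median of -0.34 in *Sca*/+ minus WT anterior epithelium (127 lower, 49 higher), and of the 12 genes with a paper's FDR under 0.05 that are lower there and were measured, 11 are higher in mesenchyme by at least 1 log2 unit, as are 213 of all 519 measured genes in the paper's rows lower there (41.0%), against 14.3% of all genes. An effect of *Sca*/+ that lowers mesenchymal genes in both compartments is argued against by their median of 0.20 in anterior mesenchyme. The same genes were higher by 0.65 and the 204 epithelium genes lower by 0.32 (medians) in WT posterior than in WT anterior mesenchyme, and epithelial tissue in the WT anterior mesenchyme, which was not tested, would raise the 0.20 but lower the epithelium genes in *Sca*/+ minus WT, whose median was 0.19. Mesenchymal tissue in the WT anterior epithelium could lower the mesenchyme genes, but the -0.34 lies between the bound set for it, -0.5, and the bound against it, 0, so it stays open beside a difference in the epithelium itself. In the same comparison, endothelial genes had a median of -1.02 (6 of 11 lower, none higher). The paper's rows there have 0 endothelial genes higher and 4 lower, 0 and 7 of bone and dentin, and 1 and 12 mesenchymal markers. In the deposited values, mesenchymal markers lay at -0.17, inside the range of the random lists, and osteoclast genes went the other way at 0.71. Epithelial tissue in *Sca*/+ anterior mesenchyme also stays open, since that 0.19 lies between its bounds, 0 and 0.5.

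Acute phase and NF-κB response genes were high in WT anterior tissue. A list of 18 measured genes (of 54 symbols), drawn up after *CP*, *C1S*, *C2* and other such genes had been seen and leaving those out, had a median of -1.48 from anterior to posterior in WT mesenchyme (14 lower, 1 higher, percentile 0), where immune cell genes had one of -1.32, and of -0.79, -1.06 and -0.18 in *Sca*/+ minus WT anterior epithelium, anterior mesenchyme and posterior mesenchyme. The -1.48 was the value looked for under an inflammation of the WT anterior tissue. But genes of the same kind had been seen in these data when the list was drawn up, so this value is no independent test. Inflammation may be a candidate explanation and stays open. Lower EDA signaling in *Sca*/+ alone cannot be told apart, because the bound first set against it, -0.5 between the WT positions, overlooked that EDA activity can differ between positions. The EDA targets went the same way (-1.02 between the WT positions, and -0.52, -0.57 and 0.00 between genotypes), and 1 of the 18 genes, *NFKB2*, is also in the EDA lists. A state of the anterior position as such also stays open, since the list was lower at the posterior position in *Sca*/+ epithelium (-0.66) and mesenchyme (-0.46) too, and so does mesenchymal tissue in the WT anterior epithelium, since the list was lower in epithelium than in mesenchyme of WT anterior tissue (-1.31, 12 of 18 lower). A state of a single WT animal cannot be told apart. Of the 54 symbols, 13 are among the paper's rows lower in *Sca*/+ anterior tissue, where 4 had first been set as the bound against it. These 13 include *CCL20*, *HPX*, *LIF*, *HAMP* and *TNF*, which are not among the 18 measured genes. But 1 extreme animal of 3 can bring a gene to an unadjusted p under 0.05, and 0 of the 13 have an FDR under 0.05. On the other side, *CFB*, a complement gene that is not in the list, has the paper's lowest FDR in anterior epithelium (1.14e-07, the paper's log2 fold change -3.78). On the paper's PC2 each of the 3 WT anterior samples lay above all other samples of its compartment. But the part of the acute phase genes in that component was not computed, so this order cannot count against a state of a single animal in them.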

How the results depend on the processing

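Removing counting variance, asking for 20 steps in both columns, leaving out compartment genes and testing PC1 by animal were chosen after the data were seen, and the other alternatives before. Over 84 list results, 397 of 420 values under the alternatives stayed on their side of the percentiles (23 of these, for lists inside the range, changed sign), 15 came to lie outside the range of the random lists, 7 came to lie inside it and 1 reversed. Centring on the median and 10 bins left each list result on its side. The PC2 separations ranged, leaving out each replicate, from 20.1 to 21.4 in WT epithelium, 8.58 to 11.0 in *Sca*/+ epithelium, 23.0 to 24.5 in WT mesenchyme and 14.1 to 15.6 in *Sca*/+ mesenchyme, their difference between genotypes from 9.17 to 10.8 and the PC1 difference from -37.4 to -37.0. An exact sign-flip test of pairs by number gave p = 0.25 for each separation, the smallest that 3 pairs allow. Depth limits single genes, since the median gene of *Sca*/+ anterior mesenchyme has 26 steps, and the lack of values per animal limits every gene.

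The RMS distances between the compartments (WT anterior, *Sca*/+ anterior, *Sca*/+ posterior) were 0.97, 1.16 and 1.10 with no filter, 0.81, 0.99 and 0.89 with a filter at 5 log2 CPM, 2.40, 3.11 and 2.80 over the 500 most variable genes, and 0.87, 1.05 and 1.02 with counting variance removed, and 1 minus Pearson's r was 0.168, 0.241 and 0.201. Between the positions (WT mesenchyme, *Sca*/+ mesenchyme, *Sca*/+ epithelium) they were, in the same order, 0.85, 0.93 and 0.79, then 0.65, 0.61 and 0.60, then 1.70, 1.62 and 1.59, then 0.70, 0.75 and 0.69, and 1 minus r was 0.121, 0.133 and 0.101. The ratio of *Sca*/+ to WT in mesenchyme, 1.07, was 1.10 with no filter and 1.11 by correlation, but 0.94 with the filter at 5 and 0.95 over the 500 genes, which reverses the order of the genotypes. The share of the WT axis covered by anterior epithelium was 0.14 with no filter and 0.25 with the filter at 5. The cause of these shifts was not tested, apart from the fewer genes used.

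Counts of genes past the rule of size in anterior epithelium, anterior mesenchyme and posterior mesenchyme were 4614, 4320 and 3849 at 0.58 log2 units, 288, 287 and 212 at 2 log2 units, 828, 689 and 484 with the filter at 5 and 1207, 765 and 662 with 20 steps in both columns, and in mesenchyme 1304 and 1019 without compartment genes. Pearson's r with the paper's fold changes was 0.971 and 0.998 at the paper's FDR under 0.05 in anterior epithelium (16 genes) and mesenchyme (3 genes), and 0.902 in anterior mesenchyme at a mean of at least 3, while posterior mesenchyme had no such FDR gene in common and gave no value.

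The following lists came to lie outside the range. For S phase genes these were -0.44 with no filter and -0.36 as a mean in anterior epithelium, and 0.44 without compartment genes in posterior mesenchyme. For ribosome biogenesis they were -0.37 with the filter at 5 in anterior epithelium, -0.26 as a mean in anterior mesenchyme, and 0.24 with no filter, 0.48 with the filter at 5 and 0.37 without compartment genes in posterior mesenchyme. Mesenchymal markers reached -0.21 with the filter at 5 and -0.28 as a mean and osteoclast genes 0.71 with no filter and 1.12 with the filter at 5 in anterior epithelium, bone genes -0.32 as a mean in posterior mesenchyme, nerve genes 0.68 with the filter at 5 in anterior mesenchyme, and genes of the cornifying surface 0.74 with the filter at 5 between the WT positions. Inside the range came G2/M genes in anterior mesenchyme without compartment genes (-0.41), EDA targets with the filter at 5 in anterior epithelium (-0.46) and between the WT positions (-0.33), and Wnt and BMP inhibitors (0.20) and erythroid genes (0.94) in anterior mesenchyme and cartilage genes (-0.66) in posterior mesenchyme as means. The cornifying list of anterior mesenchyme was inside it with no filter (0.78) and reversed as a mean (-0.028), against a median of 0.98 over 4 genes, 1 of which (*TGM1*) lies at -3.27. In all, 15 list means differed in sign from the median. The cause of these changes was not tested.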

Differences from the paper's values

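Leaving out compartment genes was chosen after the values were seen, and the genes of this part are those that the text names, most of them picked for a large difference of the deposited values. For 100 pairs of gene and tissue under the rule for named genes, the paper's Table S2 gives a log2 fold change to set beside the difference of the deposited values. The values differed by more than the counting error in 44 of them, 1 with the opposite sign, and since the rule picks large deposited differences, which of the 2 values is larger says nothing here. The error used is that of counting, in place of a replicate SD, and the paper states none. Centring on the median, the alternative set before the deposited values were examined that can change a single gene, left 42 of the 100 apart, and none of the pairs below came within the error.

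In anterior epithelium, the difference here was 2.30 for *RHOB* where the paper's is 1.12, 1.89 for *RPS28* (the paper's 0.84), 1.17 for *RPLP0* (the paper's 1.06), 1.79 for *SDHB* (the paper's 0.89), 1.74 for *UHRF1* (the paper's 0.93), -3.72 for *SNX10* (the paper's -2.02), -1.95 for *PTHLH* (the paper's -0.98), -2.86 for *VWF* (the paper's -1.51) and -0.12 for *GPNMB* (the paper's -1.90). In anterior mesenchyme, it was 2.31 for *RHOB* where the paper's is 1.76, 1.66 for *RPS28* (the paper's 1.15), 2.01 for *PITX1* (the paper's 1.26), -2.77 for *SPRY4* (the paper's -1.26), -3.13 for *TNFAIP3* (the paper's -1.50), -3.27 for *DUSP1* (the paper's -1.86), -3.13 for *PTPRC* (the paper's -1.72) and -1.17 for *LGR5* (the paper's -0.63). In posterior mesenchyme, it was 1.88 for *RPS28* where the paper's is 0.87, 1.96 for *RPL28* (the paper's 0.81), -1.87 for *SCFD2* (the paper's -1.23) and -1.01 for *COL11A1* (the paper's -0.64).

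From its MDS plot of single samples, where it describes dimension 2, the paper states that anterior tissues of mutants lie much closer to posterior tissues. The RMS distances below are another measure. They span all genes kept, include counting error and compare single columns, with no spread between animals. In epithelium, *Sca*/+ anterior tissue was nearer to *Sca*/+ posterior (RMS 0.74) than to WT anterior tissue (0.87), as the paper states, but in mesenchyme the distances to *Sca*/+ posterior and to WT anterior tissue were 0.85 and 0.85, and that to WT posterior tissue was 0.82, the smallest of the 3 and in the direction the paper states. By 1 minus Pearson's r, both posterior tissues were nearer (0.133 for *Sca*/+ and 0.128 for WT) than WT anterior tissue (0.141), also as the paper states. The same holds on the second component of the 7 columns, where *Sca*/+ anterior mesenchyme scored -14.0, WT posterior 2.62, *Sca*/+ posterior -34.4 and WT anterior mesenchyme 44.5. Unlike the paper's PC2, that component places *Sca*/+ anterior below WT posterior mesenchyme. On the paper's PC2, *Sca*/+ anterior mesenchyme was nearer to WT posterior mesenchyme (difference 10.3) than to WT anterior mesenchyme (-13.3), but not nearer to *Sca*/+ posterior mesenchyme (14.6). In epithelium, *Sca*/+ anterior tissue was nearer to WT posterior (6.16) and *Sca*/+ posterior tissue (9.64) than to WT anterior tissue (-14.7), as the paper states. By RMS, the positions lay no closer in *Sca*/+ (0.85) than in WT (0.80). With a filter at 5 log2 CPM or over the 500 most variable genes, *Sca*/+ mesenchyme had the smaller distance (0.61 against 0.65, and 1.62 against 1.70).

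The paper also states that positions separate in WT but not in mutants along its PCs. By its own coordinates of PC2, no anterior sample overlapped a posterior one in *Sca*/+ either, and the separation was 54.5% of that in WT, so it was smaller but not absent.

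The paper states a greater proliferation of mutant tissues from stains of *CCNB1* RNA and PCNA protein and from phospho-H3 counts in whole tooth germs. It adds BrdU counts in WT germs cultured with an inhibitor of NF-κB signaling. Much of this rests on embryonic germs and on dividing cells, whereas the values below are RNA of hatchling tissue, 1 per group. The G2/M genes had medians of -0.26, -0.41 and -0.07 log2 units in *Sca*/+ minus WT anterior epithelium, anterior mesenchyme and posterior mesenchyme. In anterior mesenchyme this list came to lie inside the range of the random lists without compartment genes, an alternative chosen after the values were seen, at a median of -0.41. *CCNB1* itself differed by 0.16, 0.39 and 0.14 in the 3 tissues, each with a counting interval that includes 0, and *PCNA* by -0.52 (-0.82 to -0.22), -0.18 (-0.71 to 0.33) and 0.43 (-0.10 to 0.98). Of the paper's rows for G2/M genes in Table S2, 8, 1, 4 and 2 are higher in *Sca*/+ posterior epithelium, anterior epithelium, posterior mesenchyme and anterior mesenchyme and 1, in anterior epithelium, is lower.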

Other observations

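No test was run for this part, and the values below carry no explanation. In posterior mesenchyme, where the paper finds a single gene at its FDR threshold, the deposited values of genes of bone resorption were lower in *Sca*/+ than in WT, but the paper's rows of Table S2 hold 0 genes of that list there. Of 6 measured osteoclast genes, 4 were lower and none was higher (median -1.19 log2 units, percentile 0), with *MMP9*, a gelatinase, at -3.61 (counting interval -4.39 to -2.92). Genes of matrix remodelling had a median of -0.57 (5 of 26 lower, none higher), mesenchymal markers one of -0.41 (4 of 34 lower, 1 higher) with *COL1A1* at -1.30, and epithelial markers one of 0.66 (9 of 28 higher, none lower), where the paper's rows have 1 higher and 2 lower. In anterior mesenchyme, the 9 genes of bone and dentin had a median of 0.81 (3 higher, none lower), with *IBSP* at 2.24 (1.83 to 2.66), whereas their medians were -0.34 in anterior epithelium and -0.31 in posterior mesenchyme. The paper's rows for this list in anterior mesenchyme have 0 higher and 1 lower.

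Immediate early genes were high in WT anterior mesenchyme. *Sca*/+ minus WT, *DUSP1*, a phosphatase of MAP kinases, differed by -3.27 (-4.02 to -2.61) there and *NR4A1*, a nuclear receptor, by -3.10 (-4.45 to -2.01). From anterior to posterior in WT mesenchyme, 7 of 20 genes of the list were lower and none was higher (median -0.70), with *JUNB* at -3.95 (-5.60 to -2.68), and the genotype median was 0.28 in anterior epithelium and 0.08 in posterior mesenchyme. Of stem cell genes, *LGR5*, a receptor of the Wnt pathway, differed by -3.12 (-4.66 to -1.86) in anterior epithelium, and *SOX2*, which the paper stains in the successional lamina of erupted teeth, by 1.01 (0.07 to 2.04) in anterior epithelium, 0.85 (-0.33 to 2.03) in anterior mesenchyme and 0.30 (-2.51 to 3.76) in posterior mesenchyme. In anterior epithelium, the endothelial genes *VWF* and *ERG* differed by -2.86 (-3.80 to -2.02) and -2.65 (-4.22 to -1.34).

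The genotype medians of the other lists, in anterior epithelium, anterior mesenchyme and posterior mesenchyme, were 0.71, 0.26 and -1.19 for osteoclast genes, 0.36, 0.40 and -0.82 for 3 cartilage genes, -0.54, 0.31 and -0.02 for 3 genes of skeletal muscle, -0.21, 1.19 and 0.14 for 3 erythroid genes, -0.33, -0.27 and 0.07 for 6 genes of immune cells, -0.13, 0.47 and 0.04 for 5 genes of nerve and glia, 0.80, 0.98 and 0.52 for 4 genes of the cornifying surface, and -0.07, 0.11 and 0.22 for 6 genes that the paper names. Medians of so few genes may miss the direction of a whole list. For all 37 symbols of skeletal muscle, the paper's rows have 0 higher and 9 lower in anterior mesenchyme, and for all cartilage symbols 0 higher and 3 lower in anterior epithelium. Endothelial genes had medians of 0.55 and -0.07 in the mesenchymes and epithelial and mesenchymal markers medians of 0.23 and -0.17 in anterior epithelium. The paper's rows for endothelial genes have 1 higher and 3 lower in anterior mesenchyme and 1 higher and 1 lower in posterior mesenchyme. The pigment cell list had 1 measured gene, *GPNMB*, at -0.12, 1.67 and -0.85.

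In the paper's rows of Table S2 for posterior epithelium, 69 have a log2 fold change below -8, with a median of 8.78 for the paper's log2 CPM, and 1 of the 69 is among the genes of the deposited table. *SHH* and *TSPEAR* share the paper's values in all columns of that table, and so do *WDR49* and a gene without a symbol.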
